# Lack of GPR180 ameliorates hepatic lipid depot via downregulation of mTORC1 signaling

**DOI:** 10.1038/s41598-023-29135-5

**Published:** 2023-02-01

**Authors:** Ken Yoshida, Kazuha Yokota, Kazuhisa Watanabe, Hidetoshi Tsuda, Ayumi Matsumoto, Hiroaki Mizukami, Sadahiko Iwamoto

**Keywords:** Non-alcoholic fatty liver disease, Dyslipidaemias

## Abstract

Our previous genome-wide association study to explore genetic loci associated with lean nonalcoholic fatty liver disease (NAFLD) in Japan suggested four candidate loci, which were mapped to chr6, chr7, chr12 and chr13. The present study aimed to identify the locus involved functionally in NAFLD around the association signal observed in chr13. Chromosome conformation capture assay and a database survey suggested the intermolecular interaction among DNA fragments in association signals with the adjacent four coding gene promoters. The four genes were further screened by knockdown (KD) in mice using shRNA delivered by an adeno-associated virus vector (AAV8), and KD of *G protein-coupled receptor 180 (Gpr180)* showed amelioration of hepatic lipid storage. *Gpr180* knockout (KO) mice also showed ameliorated hepatic and plasma lipid levels without influencing glucose metabolism after high-fat diet intake. Transcriptome analyses showed downregulation of mTORC1 signaling and cholesterol homeostasis, which was confirmed by weakened phosphorylation of mTOR and decreased activated SREBP1 in *Gpr180*KO mice and a human hepatoma cell line (Huh7). AAV8-mediated hepatic rescue of GPR180 expression in KO mice showed recovery of plasma and hepatic lipid levels. In conclusion, ablation of GPR180 ameliorated plasma and hepatic lipid levels, which was mediated by downregulation of mTORC1 signaling.

## Introduction

Nonalcoholic fatty liver disease (NAFLD) is the most prevalent chronic hepatic disease in industrialized countries, and is defined as liver steatosis without alcoholic liver injury or other liver disease from apparent pathogenic factors^1^. The pathogenesis of NAFLD has not been fully resolved, but a complex interaction among environmental factors (i.e., western diet, obesity or intestinal microbiota) and genetic predisposition is thought to be involved in disturbed lipid homeostasis and excessive lipid accumulation in hepatocytes^2^. The heritability of NAFLD has been estimated to range from 20 to 70% in population-based and familial-aggregation studies^3^. Many studies have been conducted to explore the genetic factors associated with NAFLD, and several loci have been identified as deeply associated genetic factors through genome-wide association studies (GWAS)^4,5^. Some of the associated loci have been validated functionally. For example, a common missense variant (I148M) of *patatin-like phospholipase domain containing 3 (PNPLA3)* disrupts lipolytic activity on lipid droplets in hepatocytes and increases hepatic lipid deposition^6^. Further discovery of molecular pathways may support development of effective tool for the management of NAFLD.

Our previous GWAS to explore genetic loci associated with lean NAFLD in the Japanese population suggested four candidate loci, which were mapped to *HLA* in chr6, *MIR548F3* in chr7, *MYL2* in chr12 and *GPC6* in chr13^7^. The HLA locus was further analyzed and the involvement of the risk allele in enteric dysbiosis was shown as a NAFLD disposition mechanism. However, the other three loci remain to be analyzed. The present study aimed to identify the locus involved functionally in NAFLD around the association signal observed in chr13, which was mapped in intron6 of *GPC6*. In the adjacent loci, *GPR180* was emerged as a novel candidate gene involved in hepatic lipid deposition.

## Results

### Intron 6 of GPC6 interacts with adjacent gene promoter elements

The ENCODE database shows a histone H3K27 acetylation mark in intron 6 of *GPC6*, which is a genome position identical to the association signal we previously observed^7^. Furthermore, DNaseI hypersensitivity marks and chromatin immunoprecipitation signals with several transcription factors were mapped in the same region, suggesting that this region regulates the adjacent genes. To identify the target gene of the intron 6 susceptible element, the chromatin interaction database of Hi-C was searched in human liver STL011 and lymphocyte GM12878 (http://3dgenome.fsm.northwestern.edu). In both tissues, intron 6 of *GPC6* interacts not only with the *GPC6* promoter, but also with the downstream genes including *DCT*, *TGDS* and *GPR180* (Fig. 1A). We then conducted a quantitative assay of chromosome conformation capture assay using Huh7 and HEK293 cells. Reads per sample in triplicate assays were 170,300 ± 7685 in Huh7 cells and 163,775 ± 5006 in HEK293 cells. While the candidate elements in intron 6 of *GPC6* interact mainly (Huh7 cells 55.8% and HEK293 cells 43.9%) with the *GPC6* promoter, interaction with *GPR180* was also observed (Fig. 1B). Simultaneously, the cell type specific manner of the interaction between elements in intron 6 and promoters suggested that the DNA region functions as a locus control region for the adjacent genes of *GPC6, GPC6-AS2, DCT, TGDS* or *GPR180*.

**Figure 1:**
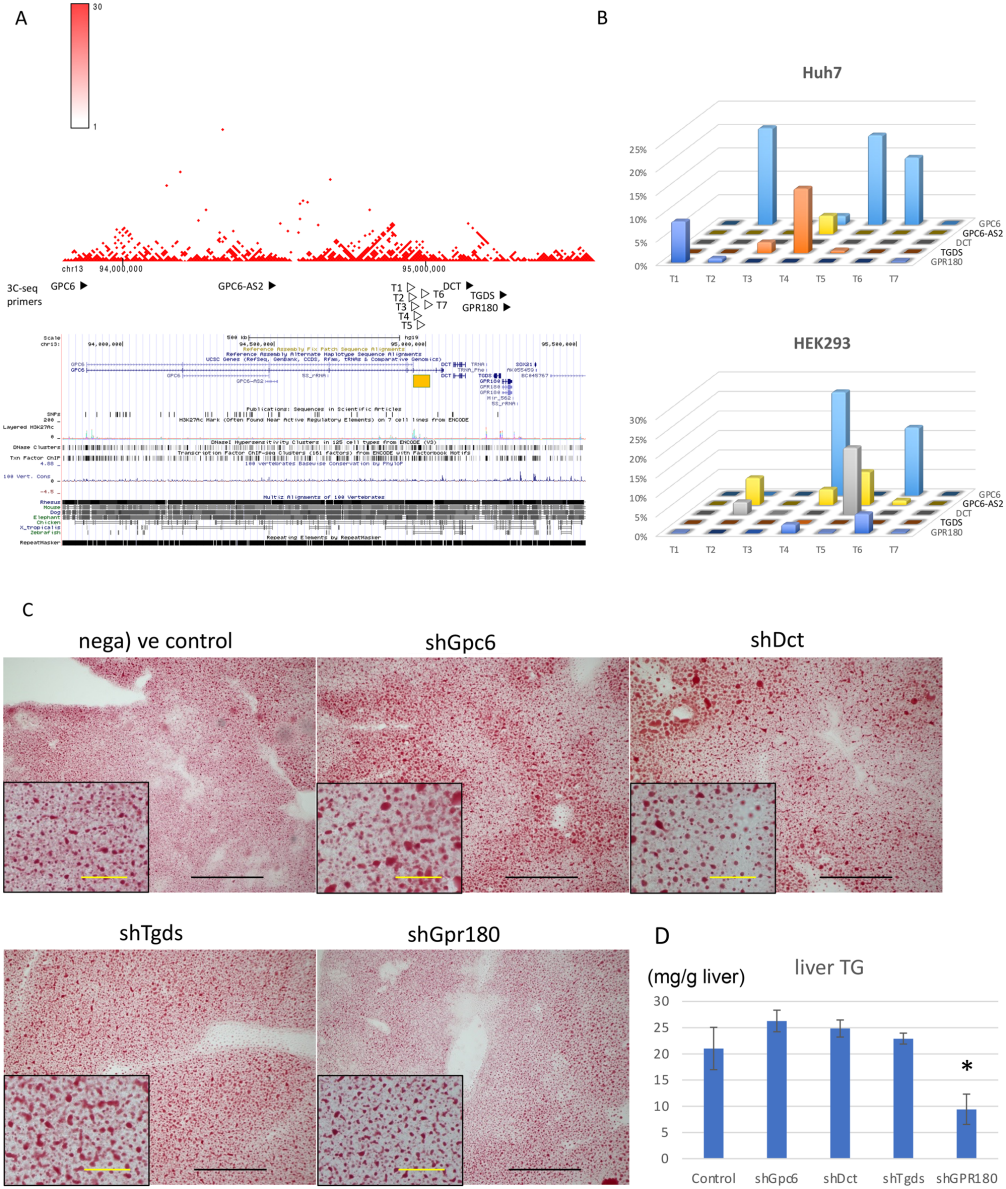
Bioinformatics and functional assessment of genetic association signals. (**A**) Bioinformatics data of HiC and ENCODE databases were merged on the identical chromosomal position around the GWAS association peak on chr13 (yellow bar). Open and closed triangles indicate the primer position used in the chromosome conformation capture assay (3C-assay). (**B**) Relative quantification of the 3C-assay. Crosslinked nuclei of Huh7 and HEK293 cells were digested with *Mbo*I and intermolecularly ligated. The ligation products were quantified using low cycle-PCR and subsequent pair-end MiSeq sequencing. Three-dimensional bar graphs show the relative amounts of PCR products amplified by the primer sets indicated in the X and Y axes. (**C**) Knockdown screening of the four coding genes. AAV8 vectors encoding shRNA templates for *Gpc6, Dct, Tgds, Gpr180* or negative control vector were injected into the tail vein of C57B6 mice. The vector-injected mice were fed with MCDD for one week. The extracted liver sections were stained by Oil Red O. Black and yellow scale bars indicate 100 and 20 μm, respectively. (**D**) Triglyceride (TG, mg/g liver) contents in the liver of each vector-injected group. Data are presented as means with standard deviation (n = 4 per AAV vector). *p < 0.05.

### Knockdown of Gpr180 expression attenuated hepatic lipid levels

To explore the genes associated with hepatic lipid levels in the protein coding genes interacting with *GPC6* intron 6, shRNA templates for *Gpc6, Dct, Tgds or Gpr180* were delivered to the mouse liver by *i.v.* injection of the AAV8 vector. After one-week feeding of methionine and choline-deficient diet (MCDD), mice were sacrificed and hepatic fat accumulation was evaluated using Oil Red O staining (Fig. 1C) and triglyceride (TG) measurement using Folch’s method (Fig. 1D). Both methods suggested significant attenuation of hepatic lipid accumulation in *Gpr180* KD mice compared to mice injected with negative control vector. The target specific decrease of the transcripts by shRNA were validated by qPCR (Supplementary Fig. 1).

### Global Gpr180 knockout mice attenuated hepatic lipid accumulation

To further evaluate the effect of GPR180 deficit, whole body *Gpr180* knockout (KO) mice were generated. Thirty-four mice of forty-eight founder mice showed a deletion allele by tail DNA templated PCR (Supplementary Fig. 2C). Homozygous *Gpr180*KO mice (*Gpr180*KO) and control wild-type mice were established by mating of heterozygous founder mice after at least four backcrosses. There were no differences in gross phenotype between *Gpr180*KO and wild-type mice. Under normal diet (ND) feeding, body weight, plasma cholesterol, TG, and glucose levels were equivalent to those of wild-type mice (Fig. 2A–E,G); however, after 12 weeks of high-fat diet (HFD) feeding, plasma cholesterol level and TG were significantly lower than in wild-type mice (Fig. 2C,D). Cholesterol levels of *Gpr180*KO mice were reduced in all cholesterol fractions (Fig. 2H). Although body weight, food intake and glucose tolerance were equivalent between the two mouse groups even after HFD feeding (Fig. 2A,B,F), hepatic lipid depots (Fig. 2I), liver weight (Fig. 2J), hepatic TG and cholesterol (Fig. 2K,L) of *Gpr180*KO mice were significantly lower than in wild-type mice after 12 weeks of HFD feeding.

**Figure 2:**
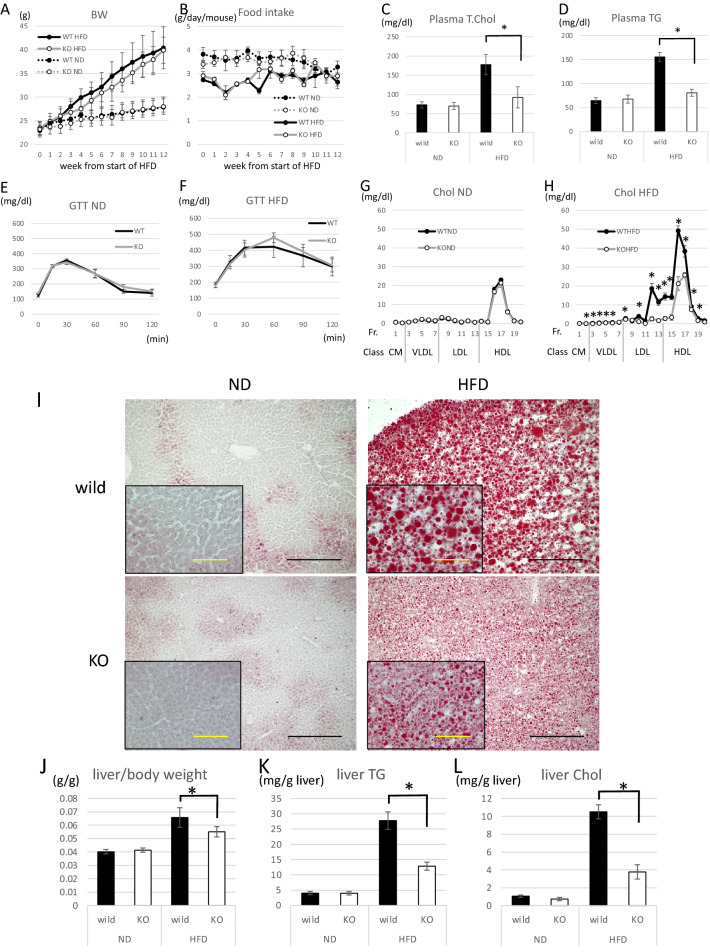
Phenotype characterization of *Gpr180*KO mice. (**A**) Body weight and (**B**) Food intake of wild-type and *Gpr180*KO (KO) mice fed high-fat diet (HFD) or normal diet (ND) for 12 weeks. Data are presented as means with standard deviation (n = 7). (**C**) Plasma cholesterol and (**D**) triglyceride (TG) levels in mice fed the indicated diets for 12 weeks and starved 4 h prior to sample harvesting. Data are presented as means with standard deviation (n = 7). (**E**) Intraperitoneal glucose tolerance test (IP-GTT) in 20-week-old male mice fed ND (n = 6). (**F**) IP-GTT in 20-week-old mice fed HFD (n = 6). (**G**) Cholesterol levels in HPLC-fractionated plasma of wild-type and KO mice fed ND (n = 4) or (**H**) HFD (n = 4). (**I**) Representative Oil Red O staining of 20-week-old mouse liver fed ND or HFD. Black and yellow scale bars indicate 100 and 20 μm, respectively. (**J**) Liver weight per body weight of wild-type and KO mice fed ND or HFD (n = 8). (**K**) TG and (**L**) cholesterol contents in liver extract (mg/g) of wild-type and KO mice fed ND or HFD (n = 8). *p < 0.05.

### Pathway analysis

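Liver poly(A) RNA of 18 male mice fed HFD was analysed, 9 wild-type and 9 *Gpr180*KO mice, with 1 library per mouse. The mice were 20 weeks old and had been fed HFD for 12 weeks. ND libraries were not analysed here. The authors aligned single reads to the mouse genome (mm10) with the TopHat Alignment application and deposited, for each mouse, FPKM values for 23847 gene entries, which carry 23352 gene symbols. FPKM divides the reads of a gene by the length of its transcripts and by the number of mapped reads of the library, so no read counts were given and no scaling between libraries is stated. A status beside each value marks estimates that failed. There were 190 such values, all listed at 0, in 24 genes, and 14 of these genes were *Mup* genes or *Alb*. *Alb*, the gene of the main plasma protein of the liver, was listed at 0 in 16 libraries for this reason, and the 24 genes were left out of the tests. Failures were uneven between the genotypes: *Mup2* failed in 3 wild-type and 7 *Gpr180*KO libraries and *Mup19* in 0 and 4. *Alb* (9 and 7) and *Mup16* (9 and 8) went the other way. With failed values counted at 0, the FPKM of a library summed to between 554796 and 718746 (median 570149). The highest sum was that of the *Gpr180*KO mouse KO51. Read totals are not in the files, but in genes with few reads the most common ratio of FPKM between libraries gives their relative depth. Relative to the deepest library, wild-type mouse W317, the depth of the wild-type libraries was 60.8 to 100% (median 74.8%) and that of the *Gpr180*KO libraries 44.3 to 93.5% (median 68.2%). The sample titles come in 2 styles, used here as series 1 (4 mice per genotype) and series 2 (5 mice per genotype) and treated as possible batches. Both series hold both genotypes, so each comparison was also made within each series. Genes with a mean FPKM of at least 1 over the 18 libraries (10835 genes) were compared with limma on log2(FPKM + 0.1), with Benjamini-Hochberg adjustment over all genes tested. A fold change on this scale understates the change of genes with low FPKM. Gene lists were compared by the mean of their members per library, with a two-sided exact permutation test over the 48620 splits of the libraries into 9 and 9. GSEA was run on FPKM with the signal-to-noise metric, weight 1 and 100 permutations of the genotype labels, on the 14016 genes with a mean FPKM of at least 0.1.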

To explore the mechanism of attenuated lipid levels in *Gpr180*KO mice, whole transcriptome of wild-type and *Gpr180*KO mouse livers under ND and HFD feeding were analyzed with the GSEA program using the Hallmark database. The expression level of truncated *Gpr180* mRNA in *Gpr180*KO mice liver was reduced to 17% of the wild-type in fragments per kilobase of exon per million reads mapped (FPKM) level, while qPCR-based measurement showed further reduced (less than one-third) mRNA level in multiple organs in *Gpr180*KO mice (Supplementary Fig. 2D,E). 

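The *Gpr180* transcript used here lies on chromosome 14 of GRCm38 (mm10) from 118137158 to 118163261. Under HFD, *Gpr180* had a mean of 6.79 ± 1.99 FPKM (SD, n = 9) in wild-type livers. In *Gpr180*KO livers the mean was 1.6 ± 0.37 FPKM (SD, n = 9). The *Gpr180*KO mean was 23.6% of the wild-type mean, with an SD of 5.5 percentage points between the *Gpr180*KO livers. Every *Gpr180*KO liver was below every wild-type liver (two-sided exact permutation test, p = 4.11e-05, the smallest value that 9 against 9 libraries can give). On the log2(FPKM + 0.1) scale the difference was -2.0 (standard error 0.18, adjusted p = 4.74e-06 from limma with Benjamini-Hochberg adjustment), and *Gpr180* had the lowest p of all genes tested. In series 1 the means were 8.09 FPKM in wild-type and 1.81 FPKM in *Gpr180*KO livers, and in series 2 they were 5.76 and 1.43 FPKM. The log2 difference did not differ detectably between the series (difference 0.12, exact permutation of the series within genotype, p = 0.75). The ratio moved most with median-of-ratios scaling between libraries, to 26.2%, and stayed between 22.6 and 24.9% when each library was left out in turn. These FPKM values count reads on the whole gene, including exon 6 in wild-type livers.

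**Figure D1:**
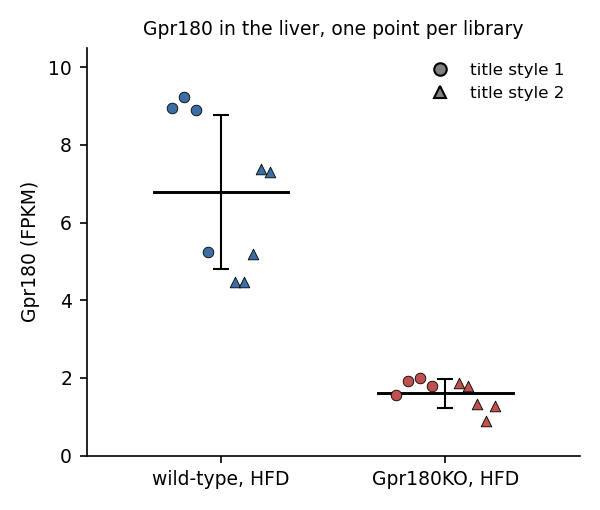
*Gpr180* FPKM (vertical axis) in each of the 9 wild-type and 9 *Gpr180*KO livers under HFD. Points are mice, circles from series 1 and triangles from series 2 (the 2 title styles), and lines with bars give the mean and SD. The *Gpr180*KO livers, with a mean of 1.6 FPKM, all lie below the wild-type livers.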

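The members of the gene sets were taken from the heat maps of Fig. 3, which list 68 genes for cholesterol homeostasis and 183 for mTORC1 signaling, 16 of them in both. The other gene sets of Table 1 were not analysed here. In GSEA, cholesterol homeostasis was enriched in wild-type livers with an enrichment score of 0.592 and a normalized enrichment score (NES) of 1.691. Of the 49 label permutations with a positive score, 1 reached that NES (permutation p = 0.02). For mTORC1 signaling the enrichment score was 0.413 and the NES 1.536, which 0 of 45 such permutations reached. With median-of-ratios scaling the NES values were 1.704 and 1.64. The largest move was with unweighted scoring, which gave 1.969 for cholesterol homeostasis and 1.272 (permutation p = 0.196) for mTORC1 signaling. The NES of mTORC1 signaling also passed the permutation threshold of 0.05 in neither series alone and in 12 of the 18 fits that each left out 1 library. Its highest p among these, 0.089, came without W320. Near the threshold such fits differ by 1 permutation: 2 of 49 without KO51 (permutation p = 0.041) and 3 of 50 without KO319 (0.06). They therefore do not show that the result depends on a given library. The 63 cholesterol homeostasis genes with a mean FPKM of at least 1 were lower in *Gpr180*KO livers by a mean log2 difference of -0.42 (two-sided exact permutation test, p = 0.000206), and all 9 *Gpr180*KO livers were below the wild-type mean. The difference was -0.35 in series 1 (exact p = 0.0286) and -0.48 in series 2 (exact p = 0.00794), each the smallest p its number of mice allows. Of these genes, 51 had a lower mean in *Gpr180*KO livers, and limma called 16 lower and 1 higher at an adjusted p of 0.05. For the 162 mTORC1 signaling genes tested, the mean log2 difference was -0.21 (exact permutation test, p = 0.00148), with -0.19 in series 1 and -0.24 in series 2, and 132 genes had a lower mean. Here too limma called 16 genes lower, and 2 higher. With median-of-ratios scaling it called 8 lower and 1 higher for cholesterol homeostasis, and 7 lower and 4 higher for mTORC1 signaling. The median gene of the whole transcriptome was itself lower in *Gpr180*KO livers, by a log2 fold change of -0.13, and relative to it the sets differed by -0.29 and -0.09. Median-of-ratios scaling moved the list means most, to -0.27 for cholesterol homeostasis (exact p = 0.00103) and -0.06 for mTORC1 signaling (exact p = 0.0319). In limma's camera test, which compares a set with all other genes at a preset correlation, p was 2.65e-05 for cholesterol homeostasis and 0.0428 for mTORC1 signaling. Neither call held in camera with the correlation estimated from the data (p = 0.0667 and 0.43). Both sets passed limma's fry, which asks whether a set moved at all, not whether it moved more than other genes. As the median gene was itself lower, a pass in fry cannot tell a set apart from the shift of all genes.

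**Figure D2:**
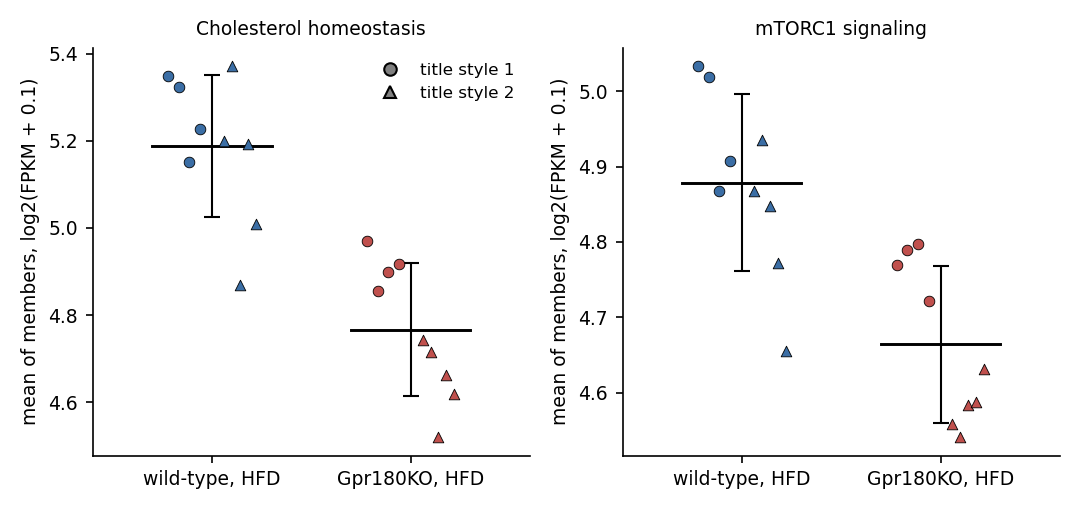
Mean log2(FPKM + 0.1) of the 63 cholesterol homeostasis genes (left) and the 162 mTORC1 signaling genes (right) in each liver under HFD. Points are mice, circles from series 1 and triangles from series 2, and lines with bars give the mean and SD of each genotype. All 9 *Gpr180*KO livers lie below the wild-type mean in both panels.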

*Gpr180*KO mice showed significantly reduced expression of the gene sets in cholesterol homeostasis and several signaling pathways (Fig. 3, Table 1), in which the mTORC1 signaling pathway is known to be involved in lipid metabolism. Down-regulation of gene expression involved in cholesterol biosynthesis was validated by real-time PCR. In addition, expression of TG biosynthesis and lipid transport genes was simultaneously reduced in *Gpr180*KO mice under HFD (Supplementary Fig. 3). Of the lipogenic transcription factors, *Srebf1* and *Srebf2* were down-regulated in *Gpr180*KO mice in accordance with the reduced expression of lipogenic genes.

**Figure 3:**
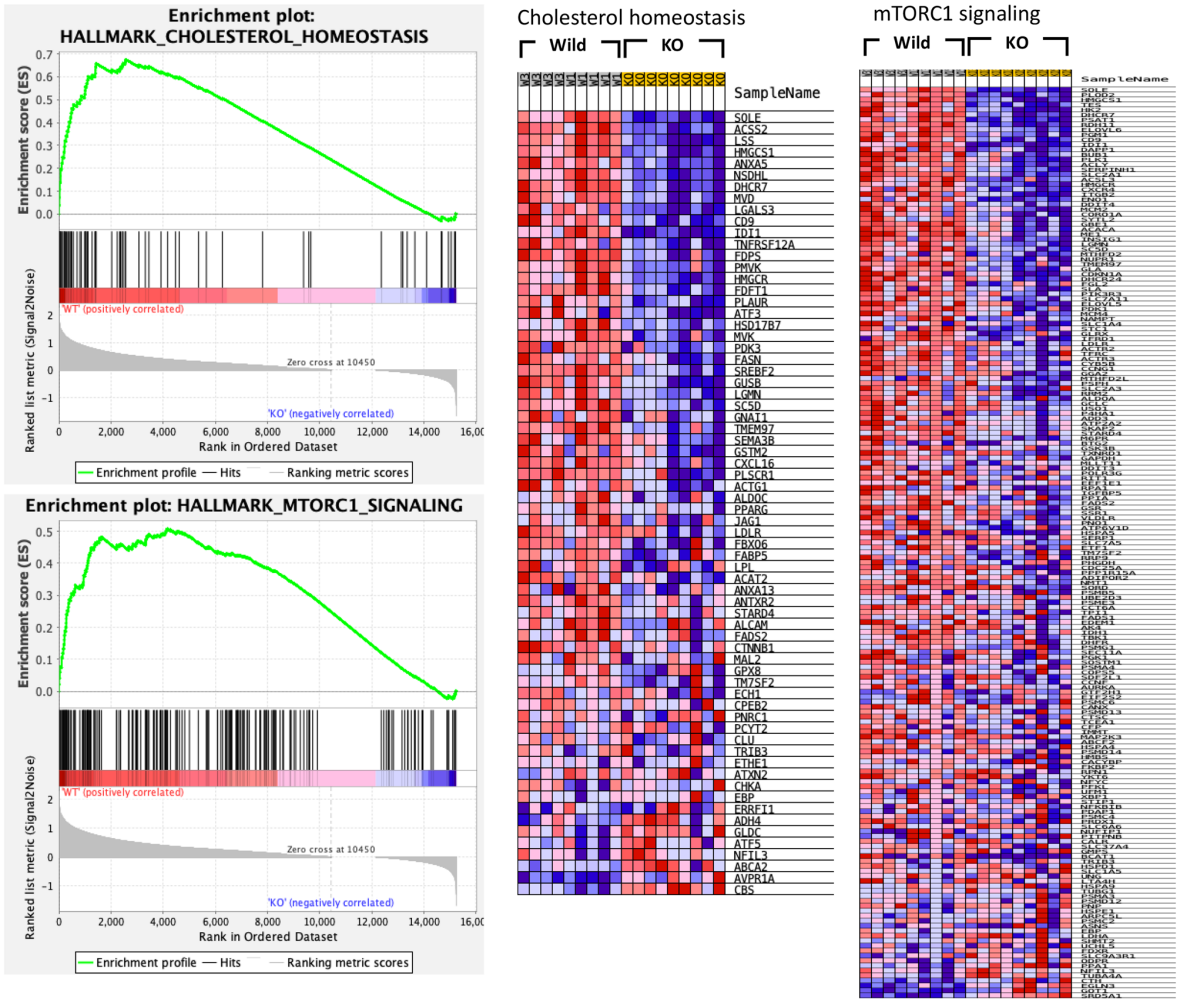
Gene set enrichment analysis of liver RNA sequences in the liver of wild-type and KO mice. Enrichment plots and heat maps are shown for gene sets of cholesterol homeostasis and mTORC1 signaling.

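Of the 14016 genes ranked for GSEA, 75.9% had a positive signal-to-noise value, that is, a higher level in wild-type livers. This share depended on the scaling between libraries: it was 47.5% with median-of-ratios, 53.4% with 75th percentile and 83.2% with TPM scaling. The order of the genes in the heat map followed the signal-to-noise ranking computed from the files, with a Spearman correlation across genes of -0.97 for cholesterol homeostasis and -0.93 for mTORC1 signaling between position and value. Genes are not independent replicates, so no p is given for these. The first genes of the cholesterol homeostasis heat map are *Sqle*, *Acss2*, *Lss*, *Hmgcs1* and *Anxa5*. *Sqle*, which encodes squalene epoxidase, had 33.8 ± 12.1 FPKM (SD, n = 9) in wild-type and 10.54 ± 2.89 FPKM (SD, n = 9) in *Gpr180*KO livers, a log2 fold change of -1.63 (standard error 0.22, limma with Benjamini-Hochberg adjusted p = 0.00157). *Hmgcs1*, also a member of the mTORC1 signaling set, fell from 215 ± 75.2 to 96.9 ± 24.1 FPKM (log2 fold change -1.10, limma adjusted p = 0.0132), and *Lss* from 26.2 ± 7.88 to 13.1 ± 2.83 FPKM (log2 fold change -0.95). For *Acss2* and *Anxa5* the log2 fold changes were -1.0 and -0.84. These 5 genes kept a limma adjusted p under 0.05 with median-of-ratios scaling. The other genes at the top of the mTORC1 signaling heat map, *Plod2*, *Tes* and *Hk2*, had a mean below 1 FPKM and were not tested in limma. Across all genes, 513 had an adjusted p under 0.05 (limma, n = 9 per genotype), of which 464 were lower and 49 higher in *Gpr180*KO livers. The count moved most with the choice of libraries, their weights and the series as a block. With the series as a block it was 1153 (1031 lower and 122 higher). Series 1 alone gave 578 genes (488 lower and 90 higher), series 2 alone gave 0 (2019 at an unadjusted p under 0.05) and weights per library gave 1331. Leaving out 1 library gave between 132 genes (without W133) and 922 (without W157). With median-of-ratios scaling it was 293, of which 147 were lower and 146 higher. Among the 513 genes, those with the largest log2 fold changes in the same direction in both series were, after *Mir1896*, *Sprr1a* (-3.27), *Ly6d* (-2.95), *Gpnmb* (-2.31), *Lcn2* (-2.27), *Ttc39a* (-2.23), *Raet1c* (-2.10), *Themis* (-2.07), *Gpr180* and *Col1a1* (-1.99). *Mir1896*, a microRNA gene, is listed at 0 in all 9 *Gpr180*KO livers and in 4 wild-type livers, so no fold is given, and *Sprr1a* is listed at 0 in 2 *Gpr180*KO livers. With median-of-ratios scaling *Mir1896*, *Gpnmb* (limma adjusted p = 0.056) and *Raet1c* (0.0651) were not called. *Raet1c* belongs to a family of near-identical genes among which reads could have been split.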

**Table 1:** Gene sets enriched in wild type mice.

NAME	NES	FDR q-val
HALLMARK_CHOLESTEROL_HOMEOSTASIS	1.877	0.013
HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION	1.787	0.019
HALLMARK_ANGIOGENESIS	1.781	0.015
HALLMARK_COAGULATION	1.775	0.013
HALLMARK_KRAS_SIGNALING_UP	1.753	0.013
HALLMARK_TNFA_SIGNALING_VIA_NFKB	1.745	0.013
HALLMARK_APOPTOSIS	1.735	0.011
HALLMARK_ESTROGEN_RESPONSE_LATE	1.706	0.012
HALLMARK_ESTROGEN_RESPONSE_EARLY	1.680	0.015
HALLMARK_IL6_JAK_STAT3_SIGNALING	1.678	0.014
HALLMARK_HYPOXIA	1.665	0.014
HALLMARK_APICAL_SURFACE	1.661	0.013
HALLMARK_ALLOGRAFT_REJECTION	1.655	0.012
HALLMARK_GLYCOLYSIS	1.650	0.012
HALLMARK_MTORC1_SIGNALING	1.638	0.013
HALLMARK_APICAL_JUNCTION	1.638	0.012
HALLMARK_COMPLEMENT	1.630	0.012
HALLMARK_MYOGENESIS	1.628	0.012
HALLMARK_INFLAMMATORY_RESPONSE	1.628	0.011
HALLMARK_IL2_STAT5_SIGNALING	1.622	0.011
HALLMARK_G2M_CHECKPOINT	1.543	0.026
HALLMARK_E2F_TARGETS	1.539	0.026
HALLMARK_NOTCH_SIGNALING	1.527	0.028
HALLMARK_UV_RESPONSE_UP	1.503	0.035
HALLMARK_P53_PATHWAY	1.494	0.037
HALLMARK_UV_RESPONSE_DN	1.460	0.050

Data with false discovery rate (FDR) q < 0.05 are shown. NES; normalized enrich score.

To clarify the actual signal modification by *Gpr180*KO, phosphorylation of signaling proteins nominated by GSEA was analyzed in the livers of HFD mice. Phosphorylation of mTOR was reduced in *Gpr180*KO mice (Fig. 4A,B). Although, reduction of phospho-4E-BP was subtle, p-S6 ribosomal protein (S6-RP) was significantly attenuated by the lack of GPR180, supporting the negative regulation of mTORC1 signaling. Furthermore, the activated forms of SREBP1 were simultaneously decreased in *Gpr180*KO mice. Phosphorylation of AMPKα was also reduced in *Gpr180*KO mice, but it was estimated that deactivation of AMPKα was resulted from weakened negative feedback loop against lower hepatic lipid accumulation than wild mice. However, phosphorylation of GSK3β, β-catenin, Akt, SMAD2 and 3 was not affected by ablation of *Gpr180*.

**Figure 4:**
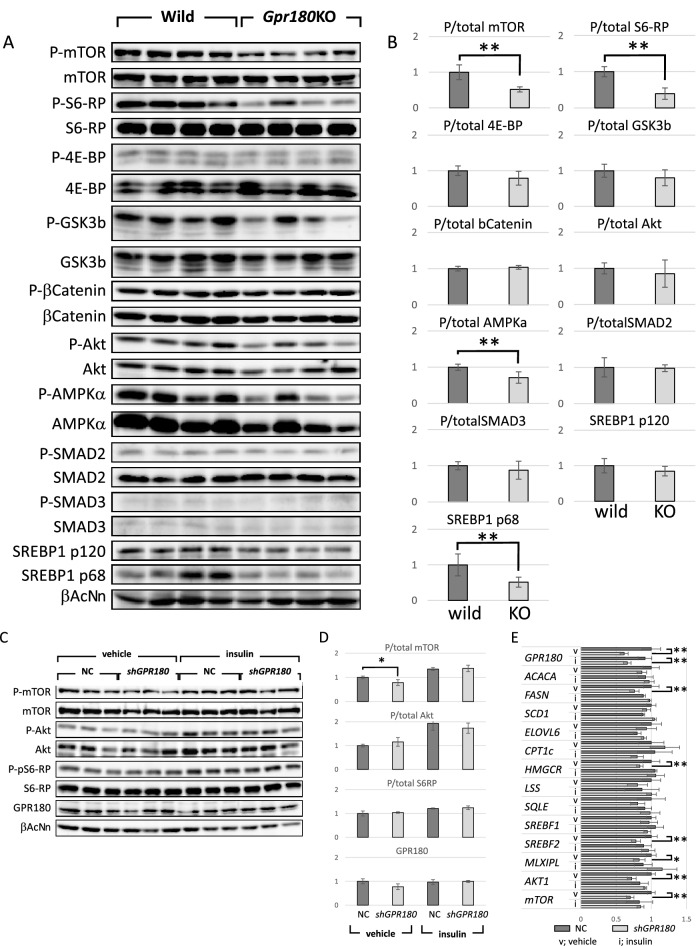
Western blotting and relative quantification of mouse liver proteins, and validation using a human hepatoma cell line. (**A**) Twenty micrograms of protein per liver sample of wild-type and KO mice were stained with the primary antibodies indicated on the left and HRP-labeled secondary antibody. (**B**) Relative band intensities against the normalized mean value of wild-type mice are shown as mean values with standard deviation (n = 8). (**C**) Twenty micrograms per sample of Huh7 cells transfected with pAAV-U6-negative control (NC) or pAAV-U6-shGPR180 plasmid for 24 h and subsequently stimulated with 100 nM insulin or without insulin (vehicle) were stained with the primary antibodies indicated on the left. (**D**) Relative band intensities against the normalized mean value of NC are shown as mean values with standard deviation (n = 6). (**E**) Relative mRNA levels in Huh7 cells against the normalized mean value of NC are shown as mean values with standard deviation (n = 6). *p < 0.05. **p < 0.01.

Reduction of mTOR phosphorylation was also shown in Huh7 cells, a human hepatoma cell line (Fig. 4C,D), which were knocked down by *GPR180* shRNA. While GPR180 mRNA levels were reduced by shRNA toward 61 to 66% of control vector, reduction of the protein levels was not significant. Reduction of phosphorylation of S6-RP was not shown either, probably due to the less effective shRNA. Insulin enhanced the phosphorylation of mTOR, Akt and S6-RP, but the difference of mTOR phosphorylation by *GPR180*KD was obscured. RNA levels of lipogenic genes, *AKT1* and *mTOR* were reduced in *GPR180* KD cells without insulin stimulation (Fig. 4E).

### AAV-mediated hepatic expression of GPR180 in knockout mice partially recovered plasma cholesterol and hepatic lipid accumulation, and mTOR phosphorylation

To exclude the possibility of fat accumulation resulting from extrahepatic causes, the AAV8 vector was used to deliver human *GPR180* cDNA to the livers of *Gpr180*KO mice. The mice showed partial recovery of plasma and hepatic lipid levels compared to mice injected with the control vector AAV8-GFP (Fig. 5A–G). Furthermore, AAV8-mediated GPR180 expression rescued phosphorylation of mTOR and 4E-BP and activation of SREBP1 protein with increased lipogenic mRNA levels in the livers of *Gpr180*KO mice fed HFD (Fig. 5H–I, Supplementary Fig. 3). These results suggested that hepatic expression of *Gpr180* enhanced mTORC1 signaling and SREBP1 activation, which resulted in hepatic lipid accumulation and increased plasma lipid levels.

**Figure 5:**
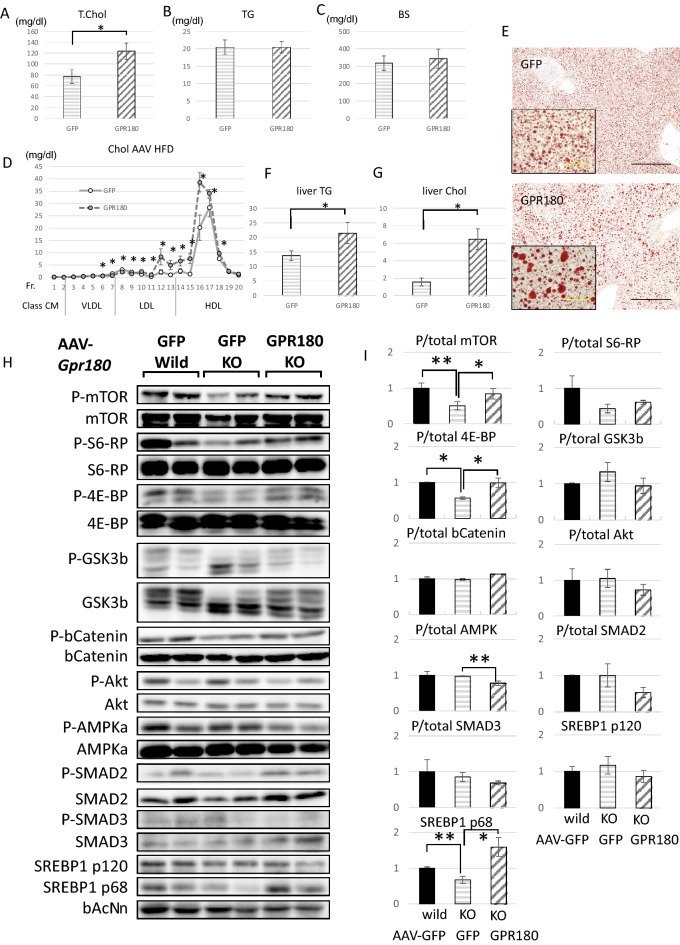
AAV-mediated hepatic rescue of GPR180 expression in KO mice. (**A**) Plasma total cholesterol, (**B**) TG and (**C**) blood glucose of AAV8-CAG-GFP or AAV8-CAG-GPR180 injected KO mice fed HFD after 6 h starvation (n = 6). (**D**) Cholesterol levels in HPLC-fractionated plasma of AAV8-CAG-GFP or AAV8-CAG-GPR180 injected KO mice fed HFD (n = 4). (**E**) Representative Oil Red O staining of 16-week-old mouse liver fed HFD. Black and yellow scale bars indicate 100 and 20 μm, respectively. (**F**) TG and (**G**) cholesterol contents in liver extract (mg/g) of AAV8-CAG-GFP or AAV8-CAG-GPR180 injected KO mice fed HFD (n = 6). (**H**) Twenty micrograms of protein per sample of AAV8-CAG-GFP injected wild-type liver, AAV8-CAG-GFP or AAV8-CAG-GPR180 injected KO mouse liver were stained with the primary antibodies indicated on the left and HRP-labeled secondary antibody. (**I**) Relative band intensities against the normalized mean value of wild-type mice are shown as mean values with standard deviation (n = 6). *p < 0.05. **p < 0.01.

## Discussion

Intron 6 of *GPC6* showed a genetic association signal in our GWAS for nonobese NAFLD^7^. The Encode database and chromosome conformation capture assay suggested that this region functions as a regulatory element for adjacent genes, in which *GPR180* was nominated as the most likely locus involved functionally in hepatic lipid levels. Although our report was the first to show *GPR180* as a novel candidate locus for NAFLD, previous trans-ancestry GWAS showed *GPR180* as a novel locus associated with plasma lipid levels^8^. The lead SNP of the study, rs1341267, was mapped to the 3’ noncoding sequence of *GPR180*, which was 27 kb downstream from intron 6 of *GPC6* and was not included in the linkage equilibrium block of our association signal. However, the trans-ancestry GWAS strengthened the functional involvement of *GPR180* in lipid metabolism demonstrated by this study.

Very recently, GPR180 was shown to be a component in TGFβ signaling for thermogenic brown adipocytes^9^. Both the global and adipocyte specific *Gpr180*KO mice showed increased weight gain after HFD due to decreased energy expenditure, which was suggested to result from reduced expression of uncoupling protein (UCP) via reduction of TGFβ signaling. The decreased energy expenditure in *Gpr180*KO mice was accompanied by impaired glucose tolerance and hepatic lipid accumulation at a regular housing temperature (22 °C) but not at a nonthermogenic temperature (30 °C)^9^. In contrast to this study, our *Gpr180*KO mice did not show excessive weight gain and glucose intolerance; rather, hepatic lipid deposition was ameliorated under regular temperature. Furthermore, AAV8-mediated hepato-directional *Gpr180* KD also attenuated hepatic lipid, while and hepato-directional rescue in our global *Gpr180*KO mice recovered lipid accumulation. Although, it was difficult to estimate what caused these phenotypic discrepancies among the global *Gpr180*KO mice, the most distinctive difference was the target of guide RNA of CRISPR/Cas9, exon 3 vs. intron 5 and 6 of our study. Differences in the truncated protein, expression levels, off-target editing and unknown differences in the background mouse strain are suggested as potential causes for the phenotypic discrepancies among the *Gpr180*KO mice. However, in wild-type mice, GPR180-induced thermogenic energy expenditure in adipocytes is not contradictory to hepatic lipogenesis. Lipid supply via lipoprotein to adipocytes is a principal energy source for thermogenesis in brown adipocytes, which is an adaptive response to a cold environment. Our *Gpr180*KO mice showed not only ameliorated hepatic lipid accumulation, but also reduced plasma lipid levels, suggesting that GPR180 increases lipid secretion from the liver under HFD. GPR180 has been shown to be expressed ubiquitously. In vascular endothelial cells, depletion of GPR180 abolished intimal thickening after mechanical injury^10^, suggesting the involvement in the cell proliferation signals. These preceding studies and our study indicate the pleiotropic function of GPR180 protein, which should be analyzed further using cell type specific KO mice.

It has been reported that KD of *Gpr180* weakened TGFβ signaling in adipocytes^9^. Reciprocally, phosphorylation of SMAD3, the principal signal transducer of the TGFβ receptor, was up-regulated by over-expression of *Gpr180*^9^. However, in the mouse liver phosphorylation of SMAD2 and 3 was not affected by Gpr180 expression levels. Furthermore, the TGFβ signaling pathway was not a significantly enriched gene set expressed in liver of HFD fed wild-type or *Gpr180*KO mice. Instead, the mTOR signaling pathway was the most plausible pathway for the hepatic lipid accumulation in the results of GSEA analysis. 

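The members of the Hallmark TGFβ set are not in the paper and were not used here. The Reactome set of TGFβ receptor signaling was tested instead in the HFD livers. Of its members, 66 were ranked in GSEA, with an NES of 1.197 toward wild-type livers, which 13 of 51 label permutations with a positive score reached (permutation p = 0.255). Against 1000 random gene sets the permutation p was 0.194. Among the alternatives, raising the FPKM minimum to 5 alone brought the permutation p under 0.05, with an NES of 1.405 and p = 0.038. That p rests on only 2 of 52 permutations. The mean over the 62 members tested was lower in *Gpr180*KO livers by a log2 difference of -0.20 (two-sided exact permutation test, n = 9 per genotype, p = 0.000247), and limma called 3 of them lower and 0 higher (18 members had an unadjusted p under 0.05). Relative to the median of all genes the difference was -0.07, and after median-of-ratios scaling it was -0.05 (exact permutation p = 0.312). In limma's camera p was 0.0118 at a preset correlation and 0.319 with the correlation estimated from the data. In fry, which does not compare the set with other genes, p was 0.00355. Without the library KO51 the mean log2 difference was -0.141.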

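The Reactome set of mTOR signalling, which holds the components of the pathway itself, gave an NES of 1.457 toward wild-type livers (26 members ranked, permutation p = 0.036). With median-of-ratios scaling its NES was 0.964 (permutation p = 0.589), and of the 18 fits that each left out 1 library, only that without KO322 kept a permutation p under 0.05. The highest, 0.229, came without W157. Few permutations decide the side of 0.05 here: 2 of 56 over all libraries, 2 of 46 without KO322 and 3 of 51 without W134 (permutation p = 0.059). The mean of its 25 members tested was lower in *Gpr180*KO livers by a log2 difference of -0.16 (exact permutation test, n = 9 per genotype, p = 0.000123), which was -0.03 relative to the median of all genes. The difference was -0.06 in series 1 and -0.23 in series 2, and this difference between the series passed its own test (exact permutation, p = 0.0243). *Mtor* itself had 8.95 ± 1.01 FPKM (SD, n = 9) in wild-type and 7.23 ± 2.11 FPKM (SD, n = 9) in *Gpr180*KO livers, a log2 fold change of -0.36 (limma with Benjamini-Hochberg adjusted p = 0.19). Its log2 fold change was -0.07 in series 1, -0.59 in series 2 and -0.21 after median-of-ratios scaling. For *Mtor* the library KO51 lay far below the other *Gpr180*KO livers (log2(FPKM + 0.1) of 1.80, against 2.58 to 3.34). When the 16 genes shared with cholesterol homeostasis were left out of the mTORC1 signaling set, the mean log2 difference of the remaining 146 was -0.18 (exact permutation p = 0.00555), and the NES was 1.41 (permutation p = 0.091). The 16 shared genes differed by -0.50. From the GSEA results, the paper proposes the mTOR signaling pathway for the hepatic lipid accumulation. It also rests this on blots of phosphorylated proteins and on the rescue of GPR180 in the liver, which these RNA levels do not test.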

Phosphorylation analysis also supported the weakened mTOR signaling in the *Gpr180*KO mouse liver. Involvement of the mTORC1 pathway in lipid metabolism has been repeatedly reported^11–14^. Defects of components of the mTORC1 pathway downregulate SREBP activation and lipogenesis. Our *Gpr180*KO mice showed reduced levels of the activated form of SREBP1 under HFD in accordance with dephosphorylation of mTOR. 

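In the HFD livers, the 22 genes tested from the Reactome set of cholesterol biosynthesis were lower in *Gpr180*KO mice by a mean log2 difference of -0.76 (two-sided exact permutation test, n = 9 per genotype, p = 0.000329). Limma called 14 of them lower and 0 higher (18 had an unadjusted p under 0.05). The difference was -0.49 in series 1 and -0.97 in series 2, which was not distinguishable between the series (exact permutation p = 0.115), and it was -0.60 after median-of-ratios scaling. The 23 genes tested from the Reactome set of gene activation by SREBP, 12 of them also in the cholesterol biosynthesis set, were lower by -0.65, with 13 called lower. Of the 22 genes 16, and of the 23 genes 12, are also in the cholesterol homeostasis set of Fig. 3. These lists are therefore not separate evidence from that set. The genes of Supplementary Fig. 3 for triglyceride synthesis, which include fatty acid synthase (*Fasn*), acetyl-CoA carboxylase (*Acaca*) and the fatty acid elongases, differed by a mean of -0.22 over 10 genes. That difference did not pass the threshold (exact permutation p = 0.0645), and after median-of-ratios scaling it was -0.07 (exact permutation p = 0.459). It did pass with a pseudocount of 1 (0.0456), an FPKM minimum of 5 (0.0267), TPM (0.0371) and in series 2 alone (0.0476). It also passed when W131, W134, KO319, KO320, KO321 or KO322 was left out, with the lowest exact permutation p, 0.0258, without W134, and with the series as a block (exact permutation p = 0.00805). Within this group *Acaca* (log2 fold change -0.63), *Elovl1* (-0.38) and *Elovl6* (-0.77) were called lower by limma and *Elovl3* (0.96) higher. With median-of-ratios scaling *Acaca* and *Elovl1* were not called (limma adjusted p = 0.0646 and 0.187).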

The reduction of the activated form SREBPs was accompanied by reduced expression of fatty acid and cholesterol synthesis genes, suggesting that ameliorated hepatic lipid storage in *Gpr180*KO mice resulted from attenuated mTOR signaling.

mTOR integrates diverse environmental stimuli such as nutritional status and growth factors in systemic organs. Furthermore, it forms two distinct complexes by using unique accessory partners, mTORC1 and mTORC2, which are involved in individually unique functions but simultaneously form a feedback loop in glucose and lipid metabolism^15^. Akt is a mediator in the crosstalk between mTORC1 and mTORC2^16,17^, and is also an early effector in PI3K pathway (e.g. under insulin signaling)^15^, but *Gpr180*KO and *GPR180*KD reduced mTOR phosphorylation without significant deactivation of Akt. Furthermore, insulin obscured the reduction of mTOR phosphorylation by *GPR180*KD. These results suggested that lack of GPR180 selectively ameliorated mTORC1 signaling. The global inhibitor of mTORC, rapamycin, is ineffective for ectopic lipid accumulation^15^. In this context, GPR180 could be a novel therapeutic target for fatty liver and dyslipidemia. In adipocytes, collagen triple helix repeat containing 1 (CTHRC1) was shown to be a physiological ligand for GPR180, which enhanced energy expenditure in mice^9^. Although, further studies are required to clarify whether CTHRC1 acts as an agonist for GPR180 in the liver, the development of antagonists is needed for the treatment of steatosis.

## Methods

### Chromosome conformation capture assay and database survey

The functional domain in the association signal in intron 6 of GPC6 was searched using the databases ENCODE^18^ (http://genome.ucsc.edu/ENCODE/) and HiC^19^ (http://3dgenome.fsm.northwestern.edu/view.php). To explore the functional partner of the DNA fragment in the GWAS association signal, a quantitative chromosome conformation capture assay (3C-assay) was carried out according to the published protocol^20^ with modification of the quantification procedure. Instead of qPCR, we quantified the intermolecularly ligated DNA fragments of Huh-7 and HEK293 cells using low-cycle PCR and subsequent pair-end sequencing with the Nextera and the MiSeq system (Illumina, San Diego, CA). The primers used are listed in Supplementary Table 1.

### Adeno-associated virus (AAV) vector constructs

The shRNA templates of mouse *Gpc6*, *Dct*, *Tgds* and *Gpr180* (Supplementary Table 1) were inserted in the pAAV-U6-CMV-hrGFP vector^21^. The open reading frame of human *GPR180* cDNA was amplified from cDNA of Huh-7 cells and inserted in the pAAV-CAG vector^22^. Recombinant AAV8 vectors were produced by calcium phosphate transfection of human embryonic kidney HEK-293 T cells using a helper-virus-free system, and purified twice with CsCl_2_ density gradients. AAV titer was determined by quantitative PCR. Male mice were injected *i.v.* with AAV at 1.00E + 11 VG/mouse.

### Mouse experiments

All mice were housed in a standard environment (22 °C, 12 h light/dark cycle, dark phase starting at 8:00 pm, 25% humidity), with ad libitum access to ND (23% protein, 2.8% fiber, 5.1% fat, 5.8% ash; Oriental Yeast Co., Ltd., Tokyo, Japan) and water. In MCDD cohorts (18.3% protein, 5.0% fiber, 23.5% fat; Oriental Yeast Co., Ltd.), the feeding regimen was initiated at 12 weeks of age and continued for one week. In HFD cohorts (29.5% protein, 4.9% fiber, 32% fat; CLEA Japan, Inc., Tokyo, Japan), the feeding regimen (8–12 weeks) was initiated at 8 weeks of age. Blood samples were collected from the tail vein after 4 h of starvation, and plasma TG and total cholesterol concentrations were measured using the Fuji Dry Chem system (Fujifilm, Kanagawa, Japan). TG and cholesterol in lipoprotein fractions were determined using the LipoSEARCH HPLC system (Skylight Biotech Inc., Akita, Japan). For the *i.p.* glucose tolerance test, mice were fasted for 6 h and fasting glucose levels were obtained from the tail vein using a glucometer (ACCU-CHEK; Roche diagnostics, Tokyo, Japan). d-glucose (Sigma-Aldrich) was *i.p.* injected at a dose of 1 mg/g body weight and blood glucose levels were measured 15, 30, 60, 90 and 120 min after glucose injection using the glucometer. Liver lipids were extracted using Folch’s method in chloroform/methanol from liver specimens after decapitation under anesthesia, and TG and cholesterol were measured using a LabAssay Triglyceride Kit (Wako, Osaka, Japan) and Cholesterol E-test Kit (Wako), respectively. Frozen sections of mouse livers were stained with Oil Red O, and the stained area was measured using microscope-associated software (KEYENCE Japan, Osaka, Japan). The Animal Care and Use Committee of Jichi Medical University approved all procedures involving animals. All experiments were performed in accordance with guidelines and regulations of Jichi Medical University and ARRIVE guidelines (https://arriveguidelines.org).

### Generation of Gpr180 global knockout

The *Gpr180* null allele was obtained by CRISPR/Cas9 based genome editing, which was carried out at the Laboratory Animal Resource Center, University of Tsukuba (https://www.md.tsukuba.ac.jp/LabAnimalResCNT/). A bicistronic expression vector (pX330; Addgene, Watertown, MA) was used to express Cas9 and an sgRNA, which targeted a sequence (CCA)TGCAGCTCGTCATTTGTCAC (PAM sequence in brackets) in intron 5 or TGAAATAATCGCCTTAATCC(GGG) in intron 6 of the *Gpr180* gene (Supplementary Fig. 1). Double strand break and direct ligation at these target sites was predicted to delete exon 6 of *Gpr180* mRNA (NM_021434), which simultaneously resulted in a frame shift. 

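In the GENCODE annotation of GRCm38 (mm10), *Gpr180* lies on the plus strand of chromosome 14 and has 9 exons, which give a transcript of 1875 nucleotides with 1326 coding nucleotides for 441 residues. Exon 6 covers 118157897 to 118158054 and is coding throughout. Its sequence is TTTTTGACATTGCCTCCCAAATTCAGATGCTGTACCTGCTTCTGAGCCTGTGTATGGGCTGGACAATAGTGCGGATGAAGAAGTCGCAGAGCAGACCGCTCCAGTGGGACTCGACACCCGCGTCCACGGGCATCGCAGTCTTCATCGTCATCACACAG. The genotyping primer Gpr180ex6Fw matches exon 6 at 118157902 to 118157921. Intron 5, which holds the left guide target, runs from 118153927 to 118157896, and intron 6, which holds the right one, from 118158055 to 118159992. The positions of the targets within the introns were not analysed here. Exon 6 is 158 nucleotides long, 2 more than a multiple of 3, so joining exon 5 to exon 7 shifts the reading frame. Translated from the annotation without exon 6, the first 246 residues are unchanged, 9 altered residues follow, and the next codon is a stop. The deleted exon makes up 8.4% of the transcript.

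**Figure D3:**
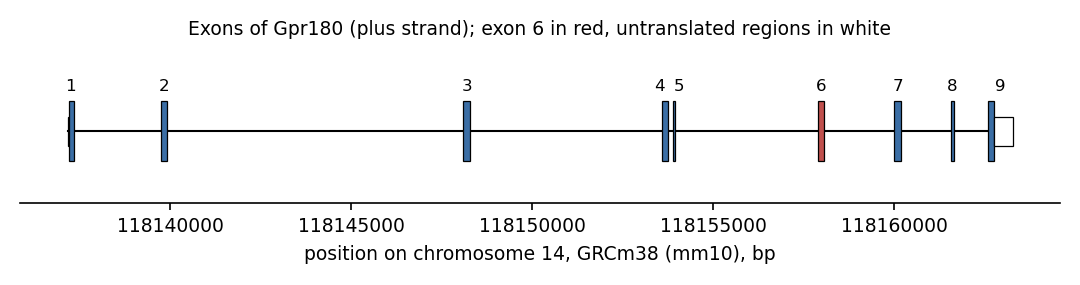
The 9 exons of *Gpr180* along chromosome 14 of GRCm38 (horizontal axis, position in base pairs). Boxes are exons, with untranslated regions in white and exon 6, the deleted exon from 118157897 to 118158054, in red.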

The truncated mRNA encodes N-terminal 245 amino acids of wild-type *Gpr180* mRNA (NP_067409, 441 residues), and an early termination codon appears at the following 10th codon. The constructs were simultaneously introduced to fertilized eggs of C57BL/6J mice (Charles River Laboratories, Yokohama, Japan) by electroporation. The founder mice were screened by genotyping PCR using DNA obtained by tail biopsy. To detect the deletion of exon 6, two primer sets were used: Gpr180int5Fw; TGTGCTTCTACGGCAGGTGA, and Gpr180int6Rv; GAATGACTTTTAGGAAGCAGT (flanking sequences of guide RNAs), and/or Gpr180ex6Fw; GACATTGCCTCCCAAATTCA and Gpr180ex6Rv; CTCACCTGTGTGATGACGAT (complementary sequences of exon 6).

### Expression profiling

Mouse hepatic total RNA was extracted immediately after euthanasia. A TruSeq mRNA sample preparation kit (Illumina) was used for the preparation of sequence libraries. Sequencing was performed as 75 bp, single reads and dual index reads on an Illumina NextSeq500 instrument. Approximately 15–25 million reads per sample were obtained. 

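The deposited tables hold no read totals. Relative to W317, the depth recovered from the most common FPKM ratio of genes with few reads was lowest for the *Gpr180*KO mouse KO319, and the deepest library had 2.26 times its depth. That ratio was shared by 6.9 to 14.2% of the 2052 to 2847 genes compared in each library. In series 1 the median relative depth was 84.1% for wild-type and 82.2% for *Gpr180*KO libraries, and in series 2 it was 66.1% and 63.8%. Counts per gene were not given, so no counting error is attached to single FPKM values.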

The output fastq row data were assembled to the mouse genome (mm10) using the TopHat Alignment application (Illumina). The output FPKM data were further analyzed using gene set enrichment analysis software (GSEA; Broad Institute)^23^ with a hallmark gene set collection^24^ as a gene set database. The nominated or suspected molecular signatures were studied by western blotting of mouse liver proteins using the following specific primary antibodies: p-mTOR (#5536; CST, Danvers, MA), mTOR (#2983; CST), p-GSK-3b (#5558; CST), GSK-3b (#12456; CST), p-βCatenin (#9561; CST), βCatenin (#9582; CST), p-Akt (#5012; CST), Akt (#58295; CST), p-AMPKα (#2535; CST), AMPKα (#5832; CST), p-SMAD2 (#3108; CST), SMAD2 (#5339; CST), p-SMAD3 (#9520; CST), SMAD3 (#9523; CST), p-S6 (#2215; CST), S6 (#2217; CST), p-4E-BP (#2855; CST), 4E-BP (#9644; CST), and SREBP-1 (ab28481; Abcam, Cambridge, MA). The molecular signatures were also studied in Huh-7 cells with or without *GPR180* knockdown (KD) using the pAAV-U6-CMV-hrGFP vector, which was validated by western blotting stained by anti-human GPR180 (R12-2843; Assay Biotechnology Company, Sunnyvale, CA). Huh-7 cells transfected with control or KD vector were cultured for 24 h and stimulated by insulin (100 nM) or vehicle for 30 min before the harvest. The band intensities of western blotting were quantified using ImageQuant LAS 4000 (GE Healthcare, Piscataway, NJ). Relative RNA expression levels in Huh-7 cells were assessed by RT-qPCR using the primers listed in Supplementary Table 1.

### Statistical analysis

The mouse studies used at least 6 animals as replicates and the data were evaluated using Student’s t-test. Statistical analysis was performed using R v3.6.0. For all analyses, statistical significance was taken at a P value of < 0.05.

## Supplementary Information

Supplementary Information.

## Data Availability

The datasets generated during the expression profiling are available in the NCBI’s Gene Expression Omnibus repository accession, GSE211832.

## Abbreviations

NAFLD: Nonalcoholic fatty liver disease
AAV: Adeno-associated virus
GWAS: Genome-wide association study
MCDD: Methionine and choline-deficient diet
HFD: High-fat diet
GPR180: G protein-coupled receptor 180

# Supplementary material for: Lack of GPR180 ameliorates hepatic lipid depot via downregulation of mTORC1 signaling
**Source:** Sci Rep. 2023 Feb 1;13:1843. doi: 10.1038/s41598-023-29135-5

Supplementary material

**Lack of GPR180 ameliorates hepatic lipid depot via downregulation of mTORC1 signaling**

Ken Yoshida<sup>1,2</sup>, Kazuha Yokota<sup>1,3</sup>, Kazuhisa Watanabe<sup>1</sup>, Ayumi Matsumoto<sup>1</sup>, Hiroaki Mizukami<sup>4</sup>, Sadahiko Iwamoto<sup>1</sup>

Supplementary Figure 1. Relative mRNA levels of target genes in mice livers administrated with AAV-knockdown vectors. Relative mRNA levels in mice liver against the normalized mean value of mice injected with negative control vector (Control) are shown as mean values with standard deviation (n=4). \* indicates  $p < 0.05$ . \*\* indicates  $p < 0.01$ .

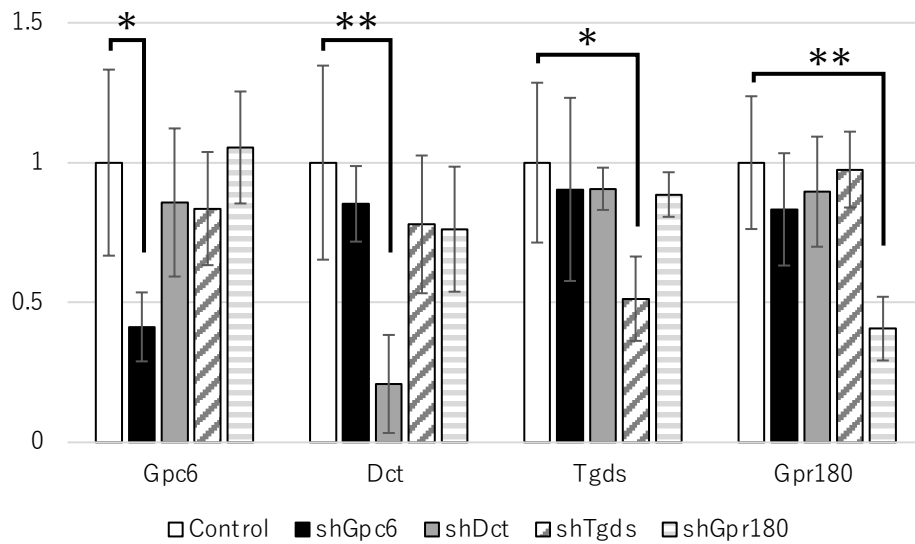

Supplementary Figure2. Strategy for the generation of global Gpr180 knockout mice. A. Genomic organization of mouse Gpr180 and position of the guide RNA of CRISPR/Cas9 vector. B. Left and right target sequences of CRISPR/Cas9 with targets number estimated by CRISPRdirect (<https://crispr.dbcls.jp>). C. Representative PCR screening of founder mice using primers of Gpr180int5Fw and Gpr180int6Rv. KO allele bands encoded the double strand break and the direct ligation at left and right target sites. D. Relative mRNA levels in wild and KO mice organs normalized against housekeeping gene, 36b4. Muscle; gastrocnemius muscle, PK fat; peri-kidney fat pad, SC fat; inguinal subcutaneous fat pat. E. Representative RNA sequence data around *Gpr180* visualized by Integrative Genomics Viewer v2.8.2.

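The *Gpr180* values of the mice in the displayed series 1 tracks were 8.95 FPKM in the wild-type liver W317 and 9.24 FPKM in W318. Among the *Gpr180*KO livers the values were 1.55 FPKM in KO319, 1.91 FPKM in KO320 and 1.99 FPKM in KO321. A further wild-type track is of a mouse that was not analysed here. The analysed mice were all fed HFD, and each value comes from 1 library.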

A

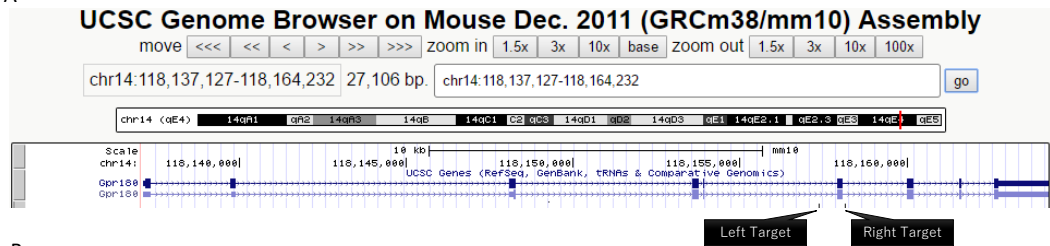

B

| Left target sequence    | number of target sites |           |          |
|-------------------------|------------------------|-----------|----------|
| 20mer+PAM (total 23mer) | 20mer+PAM              | 12mer+PAM | 8mer+PAM |
| ccaTGcAGCTcGTCATTGTcAC  | 1                      | 6         | 6913     |
| Right target sequence   | number of target sites |           |          |
| 20mer+PAM (total 23mer) | 20mer+PAM              | 12mer+PAM | 8mer+PAM |
| TGAATAATCGCCTTAATCCGGG  | 1                      | 2         | 2263     |

C

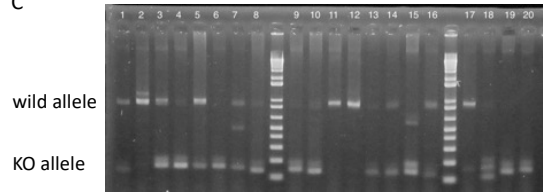

D

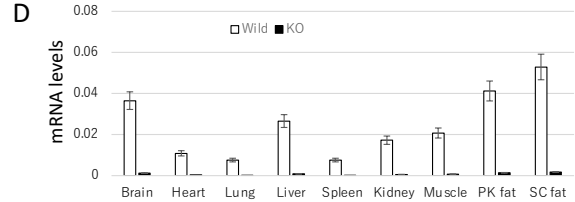

E

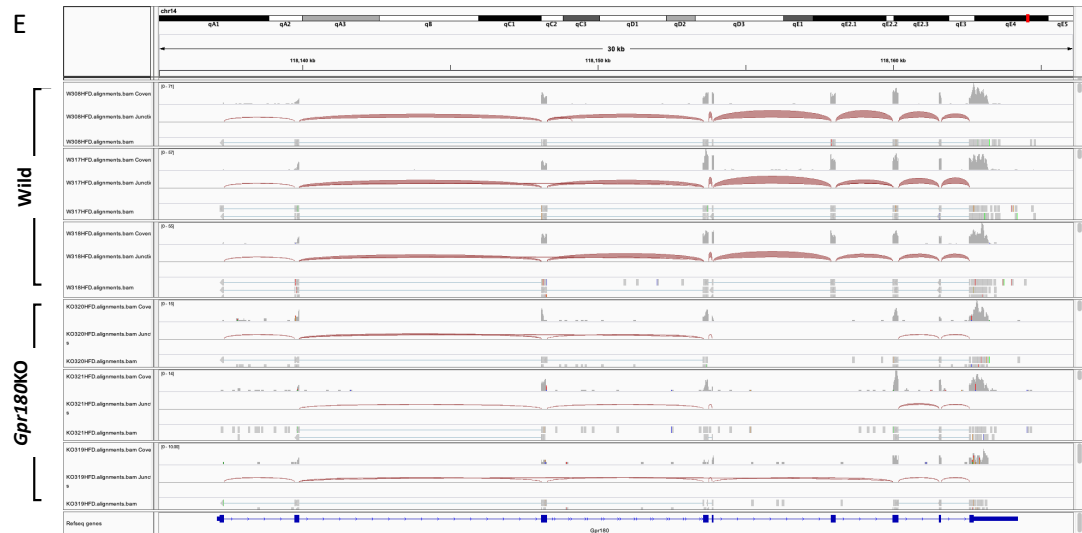

Supplementary Figure 3. Relative mRNA levels of lipid metabolisms in mice liver. Relative mRNA levels in mice liver against the normalized mean value of wild mice fed ND (WT ND) are shown as mean values with standard deviation (n=6). \* indicates  $p < 0.05$ . \*\* indicates  $p < 0.01$ .

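The 30 mouse genes of this figure other than *Gpr180* were looked up in the RNA sequencing of the HFD livers, which comes from 9 mice per genotype and is separate from the PCR values plotted by the authors. By limma with adjustment over all genes tested, 10 of the 30 genes were lower and 2 higher in *Gpr180*KO livers. When adjusted over the list alone, 16 were lower and 3 higher. The number called lower over all genes was 6 with median-of-ratios scaling and 5 without the library W133. It was 13 with the series as a block and 13 with weights per library. The 6 genes of steroid biosynthesis had a mean log2 difference of -0.98 (two-sided exact permutation test, p = 0.000206), or -0.83 after median-of-ratios scaling. Among them *Hsd17b7* had a log2 fold change of -0.80 and was not called with median-of-ratios scaling (limma adjusted p = 0.086). *Soat1* had a log2 fold change of -0.54 (limma adjusted p = 0.0642). For lipid transport (7 genes) the mean log2 difference was -0.28 (exact permutation p = 0.0346, and 0.195 after scaling; 0.0677 without KO51), with *Cd36* called lower (-0.73) and *Abcg5* called higher (log2 fold change 0.80, limma adjusted p = 0.0293). For lipolysis (4 genes) it was -0.14 (exact permutation p = 0.0483, 0.855 after scaling and 0.0965 without KO51). Of the 18 fits that each left out 1 library, the exact p stayed under 0.05 in 9 for lipid transport and in 5 for lipolysis. In series 2 alone it was 0.0714 for lipid transport and 0.444 for lipolysis. Of the transcription factors, *Srebf2* was lower in all 9 *Gpr180*KO livers than the wild-type mean, with 14.1 ± 1.46 FPKM (SD, n = 9) in wild-type and 9.93 ± 1.83 FPKM (SD, n = 9) in *Gpr180*KO livers (log2 fold change -0.51, limma adjusted p = 0.0159). *Srebf1* had 69.3 ± 14.0 FPKM (SD, n = 9) in wild-type and 86.3 ± 16.0 FPKM (SD, n = 9) in *Gpr180*KO livers, a log2 fold change of 0.32 (limma adjusted p = 0.138, 0.0336 when adjusted over the list alone, and 0.0459 over all genes with median-of-ratios scaling). In 8 of the 9 *Gpr180*KO livers *Srebf1* was above the wild-type mean.

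**Figure D4:**
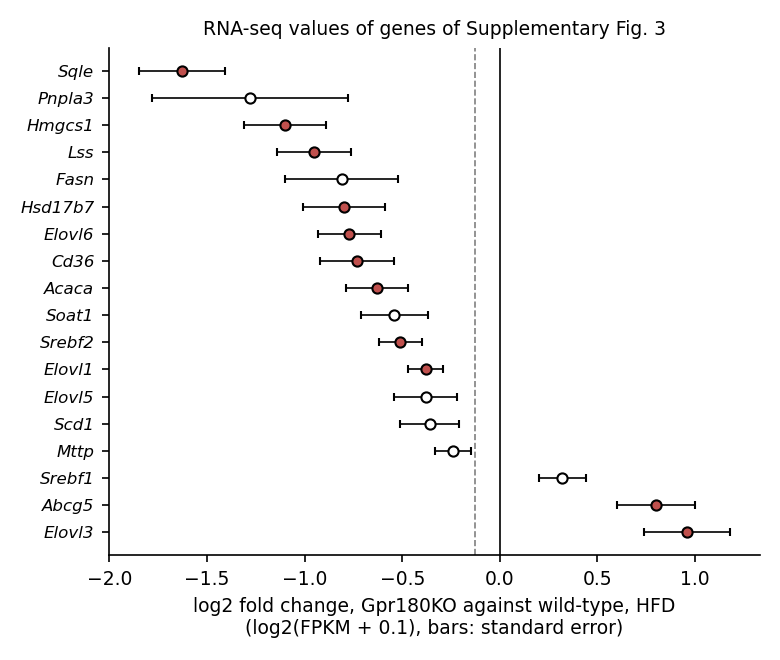
Log2 fold change on log2(FPKM + 0.1) between *Gpr180*KO and wild-type livers under HFD (horizontal axis) for 18 genes of Supplementary Fig. 3, ordered by value. Bars are standard errors from limma, filled points have an adjusted p under 0.05 over all genes tested, and the dashed line marks the median of all genes. The 9 filled points on the left include *Sqle* at -1.63, and the 2 on the right are *Abcg5* and *Elovl3*.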

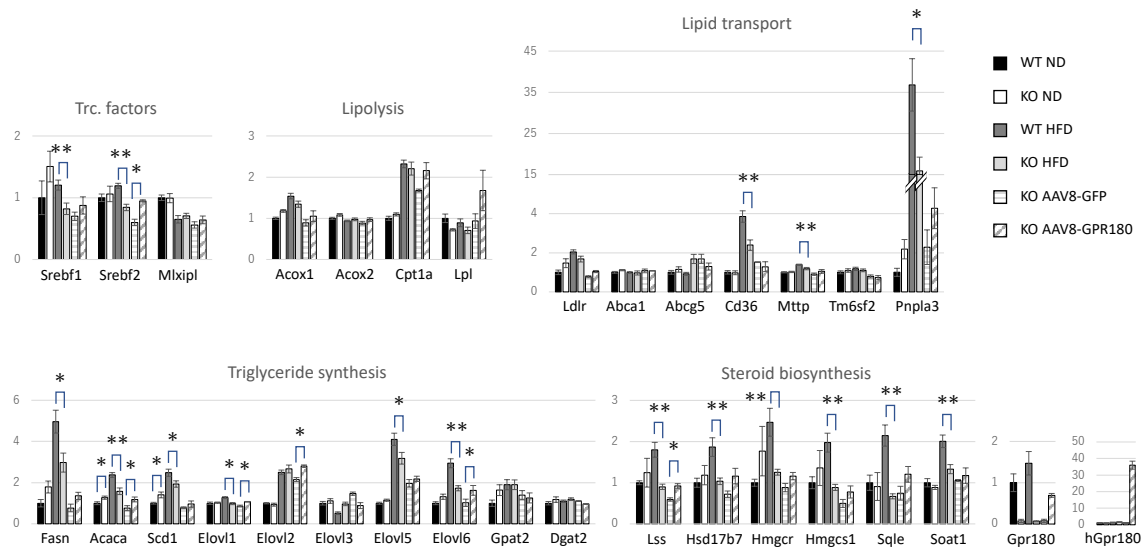

supplementary table. Oligonucleotide sequences used in this study

| Knockdown template | sequence                                                          |
|--------------------|-------------------------------------------------------------------|
| shGpc6Top          | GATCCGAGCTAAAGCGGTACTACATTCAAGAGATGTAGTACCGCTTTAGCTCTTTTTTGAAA    |
| shGpc6Bot          | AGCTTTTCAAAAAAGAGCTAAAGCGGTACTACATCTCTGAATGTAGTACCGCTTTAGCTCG     |
| shDctTop           | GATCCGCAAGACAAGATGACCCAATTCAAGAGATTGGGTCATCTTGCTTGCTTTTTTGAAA     |
| shDctBot           | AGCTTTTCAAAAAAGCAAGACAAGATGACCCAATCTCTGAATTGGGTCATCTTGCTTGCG      |
| shTgdsTop          | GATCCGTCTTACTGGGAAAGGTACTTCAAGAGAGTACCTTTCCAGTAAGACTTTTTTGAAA     |
| shTgdsBot          | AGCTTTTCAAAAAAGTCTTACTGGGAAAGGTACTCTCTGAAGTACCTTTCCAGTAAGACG      |
| shGpr180Top        | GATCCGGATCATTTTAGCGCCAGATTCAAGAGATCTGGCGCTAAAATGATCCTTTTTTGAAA    |
| shGpr180Bot        | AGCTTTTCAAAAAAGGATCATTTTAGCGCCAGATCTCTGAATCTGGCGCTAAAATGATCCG     |
| HumShGPR180Top     | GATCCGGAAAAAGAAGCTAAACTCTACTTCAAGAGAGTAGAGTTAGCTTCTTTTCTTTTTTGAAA |
| HumShGPR180Bot     | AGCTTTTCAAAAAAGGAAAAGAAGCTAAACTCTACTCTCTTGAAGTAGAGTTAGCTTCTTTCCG  |

| primers for 3C assay | sequence                          |          | sequence                        |
|----------------------|-----------------------------------|----------|---------------------------------|
| T1                   | FwAdaptor-CCATGCAGAAATCACTGGGT    | GPC6     | RvAdaptor-TCTTGGGGATGTGTGTGCGT  |
| T2                   | FwAdaptor-CACTGTGTATCTGTCTGGGT    | GPC6-AS2 | RvAdaptor-GAGGTTATCAAATGCCTCTG  |
| T3                   | FwAdaptor-ATCTCTGAGTTGTCCACCTA    | DCT      | RvAdaptor-TATCGTGGACGGAGAGTCTT  |
| T4                   | FwAdaptor-ACCTCCAAGAGGCAGAAAC     | TGDS     | RvAdaptor-CGGATGGTAGGGGTATGGAA  |
| T5                   | FwAdaptor-CTCAAGAGAGCTGAACAGCT    | GPR180   | RvAdaptor-TTAAGACAGGTATAGCCAGCA |
| T6                   | FwAdaptor-CCCGATAGGTCCTTTACTC     |          |                                 |
| T7                   | FwAdaptor-GTGCCTCGAGCACTAGT       |          |                                 |
| (FwAdaptor)          | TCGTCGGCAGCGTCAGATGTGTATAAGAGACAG |          |                                 |
| (RvAdaptor)          | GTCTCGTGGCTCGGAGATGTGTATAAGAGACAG |          |                                 |

| qPCR primers | sequence              | qPCR primers | sequence             |
|--------------|-----------------------|--------------|----------------------|
| GPR180fw     | CGCTTCCCAAATTCAGATGT  | GPR180rv     | CCACTGGAGAGGTCTGCTTT |
| SREBF1fw     | GCCATTGAGAAGCGCTACCG  | SREBF1rv     | CCTTGCGCAAGACAGCAGAT |
| SREBP2fw     | AAGTCTGGCGTTCTGAGGAA  | SREBP2rv     | TTCAGCACCATGTTCTCCTG |
| MLXIPLfw     | TGGGTGTTCAGCATCCTCATC | MLXIPLrv     | CAGCCAGGCCAGTGAGGTCT |
| ACOX1fw      | TTCTCAACAGCCCACTGTG   | ACOX1rv      | GCCAGGACTATCGCATGATT |
| ACOX2fw      | CCACCCAGGAGTTTGTGATA  | ACOX2rv      | CCCAAGTCTCCAGGCCACCA |
| CPT1Cfw      | CCTGTGCAGCAGACACCT    | CPT1Crv      | CATACCCATGGTCATGGGCA |
| LPLfw        | ATTGGAATCCAGAAACCACT  | LPLrv        | AGTCCTCTCTCTGCAATCAC |

|           |                       |           |                        |
|-----------|-----------------------|-----------|------------------------|
| LDLRfw    | TGCAAGGCTGTGGGCTCCAT  | LDLRrv    | GGTGTACTCGCTCCGGTCCA   |
| ABCA1fw   | CCAGACAGTTGTGGATGTGG  | ABCA1rv   | CCTGTGTGAACGGGATTCTT   |
| ABCG5fw   | CAGCGACCAGGAGAGTCAGGA | ABCG5rv   | ACGCTGAAGGGGAGGACGTG   |
| CD36fw    | GTGCTCTCCCTTGATTCTGC  | CD36rv    | GTGCTCTCCCTTGATTCTGC   |
| MTTPfw    | CAGGGTGGTCTAGCTATTGAT | MTTPrv    | TTTCACTCGGGTTTTAGACTC  |
| TM6SF2fw  | ATGGAGTTCTACACCAAGGA  | TM6SF2rv  | CCATCCCAGTAGCAGATGAA   |
| PNPLA3fw  | CCAAAGACGAAGTCGTGGAT  | PNPLA3rv  | GTACGTTGTCACTACTCTCT   |
| FASNfw    | AGCCTGGCTGCCTACTACAT  | FASNrv    | GCCTGCAGCTGGGAGCACAT   |
| ACACAw    | AGCACAGCTCCAGATTGCCA  | ACACArv   | GGAGATACCCATACATCATAC  |
| SCD1fw    | GGCTTCCACAACCTACCACCA | SCD1rv    | GTGGTGAAGTTGATGTGCCAG  |
| ELOVL1fw  | CCAGTTTGTCTGGTCTCAC   | ELOVL1rv  | GCCATACATCCAGATGAGGT   |
| ELOVL2fw  | TTGAACTGGATACCTTGTGG  | ELOVL2rv  | CACCAGCTGAGCCTGTGTGA   |
| ELOVL3fw  | CCTTCATCATCTGCGTAAG   | ELOVL3rv  | AGCACTGTGCTGTGGTGGTA   |
| ELOVL5fw  | TCCAGATTGGATACATGATT  | ELOVL5rv  | TCCTTCAGGTGGTCTTTCCT   |
| ELOVL6fw  | GGTTTCCGAGTCTCCGGAA   | ELOVL6rv  | GCCCATCAGCATCTGAGTGA   |
| GPAT2fw   | GATGCCTGTGCTTCGCGAGT  | GPAT2rv   | GCCACTCCCATCTTGAGAGA   |
| DGAT2fw   | GATGCCTGTGCTTCGCGAGT  | DGAT2rv   | GCCACTCCCATCTTGAGAGA   |
| LSSfw     | CTGGACTGCGGCTGGATCGT  | LSSrv     | AGGAGCAGCACAGCCTTCAA   |
| HSD17B7fw | GTCAGCAACCTGCAGTCGGT  | HSD17B7rv | ATATTTAGTTGTGGATTAGGCA |
| HMGRfw    | TGGGACCAACCTACTACCTC  | HMGRrv    | TTATCTTGCATGCTCCTTG    |
| HMGCS1fw  | AACATGAAGCTCAGAGAGGA  | HMGCS1rv  | ACCACGTTCTTCAAAGAGT    |
| SQLEfw    | CTTACTGGTGGAGGAATGAC  | SQLErv    | GCATCATATAAAGGTCAGG    |
| SOAT1fw   | GAGAGCACCTCCAGAACAAG  | SOAT1rv   | TTCTGATGTGGTCCACTTCA   |
| AKT1fw    | CACTCGGAGAAGAACGTGGT  | AKT1rv    | CCCGTCCTTGTCAGCATGA    |
| mTORfw    | CCATAAGAAAACGGGGACCA  | mTORrv    | AGACGGTTTGGTGAAACCAG   |

| Mouse qPCR prim | sequence             |             | sequence             |
|-----------------|----------------------|-------------|----------------------|
| musGPR180fw     | AGATCCCTTTGAAATGGTG  | musGPR180rv | GACGAGGAGGAAAAAGAACT |
| musDctFw        | AACAACCTTCCACAGATGC  | musDctRv    | TAGTCACCGGTGGGAAGAAG |
| musTgdsFw       | GGAGAGCTGGGTGGACTATG | musTgdsRv   | TGGGCTTCCATCTAAACTG  |
| musGpc6Fw       | CTCCTGGAGAGGATGTCCA  | musGpc6Rv   | AATGGCTTCAGCTGGTCTGT |

Supplementary information of Fig.4A. Full-length blots. Left numerals indicate the size standards. Arrowheads indicate the stained bands by each antibody with expected molecular size, which were cropped and aligned in Fig.4A. The blot filters for mTOR, GSK3b, bCatenin and Akt were cut into strips before the staining with antibodies. AMPK $\alpha$  staining were performed by re-probing after removal procedure of GSK3b antibodies, while the removal was incomplete.

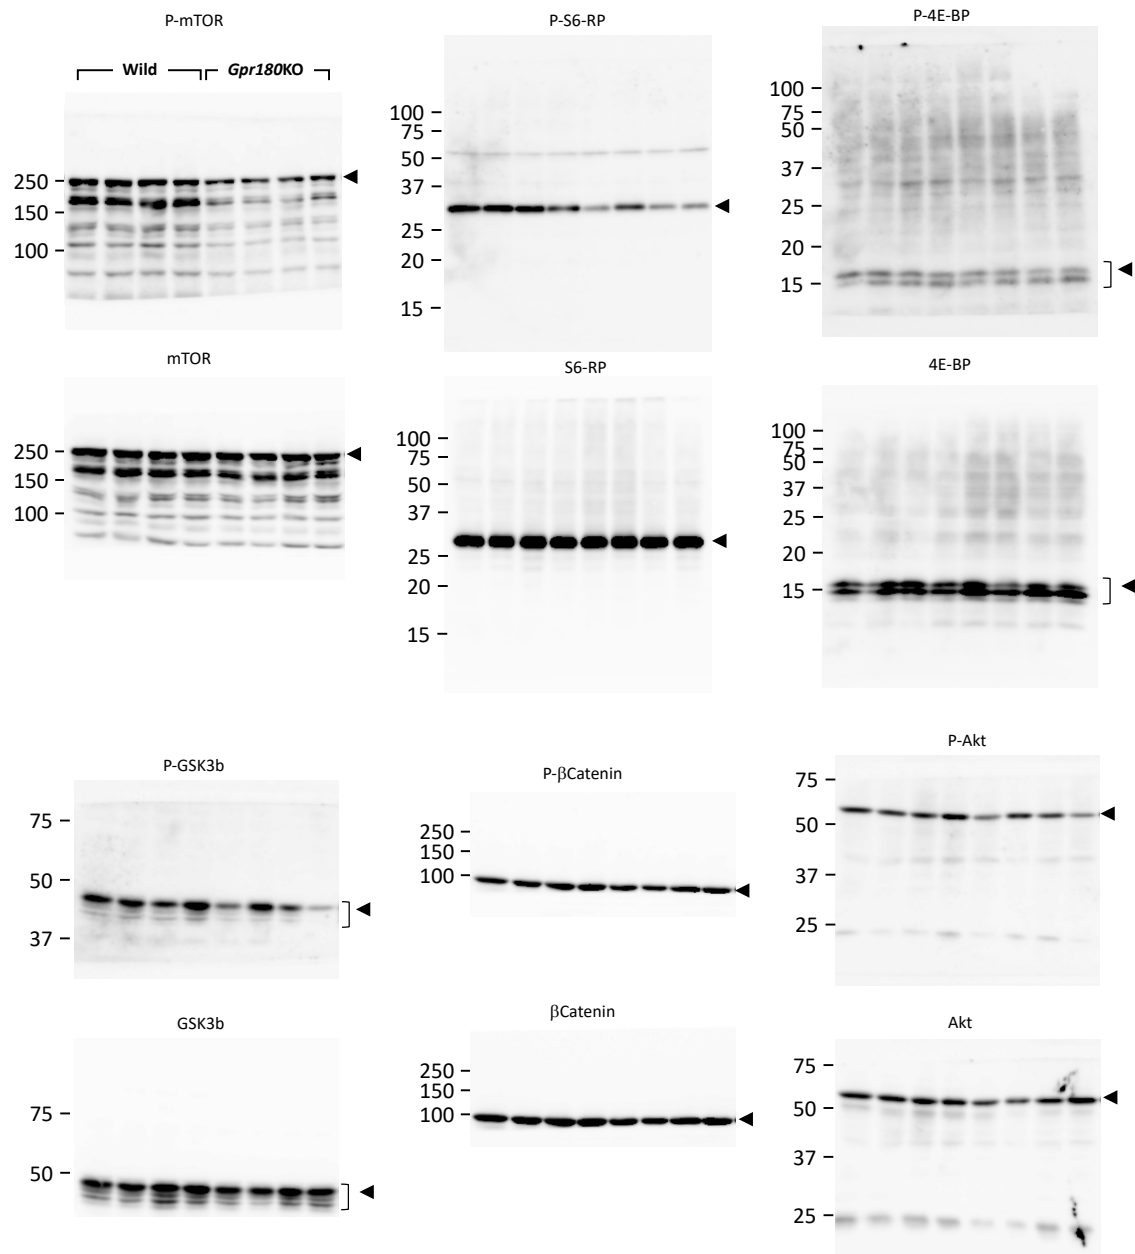

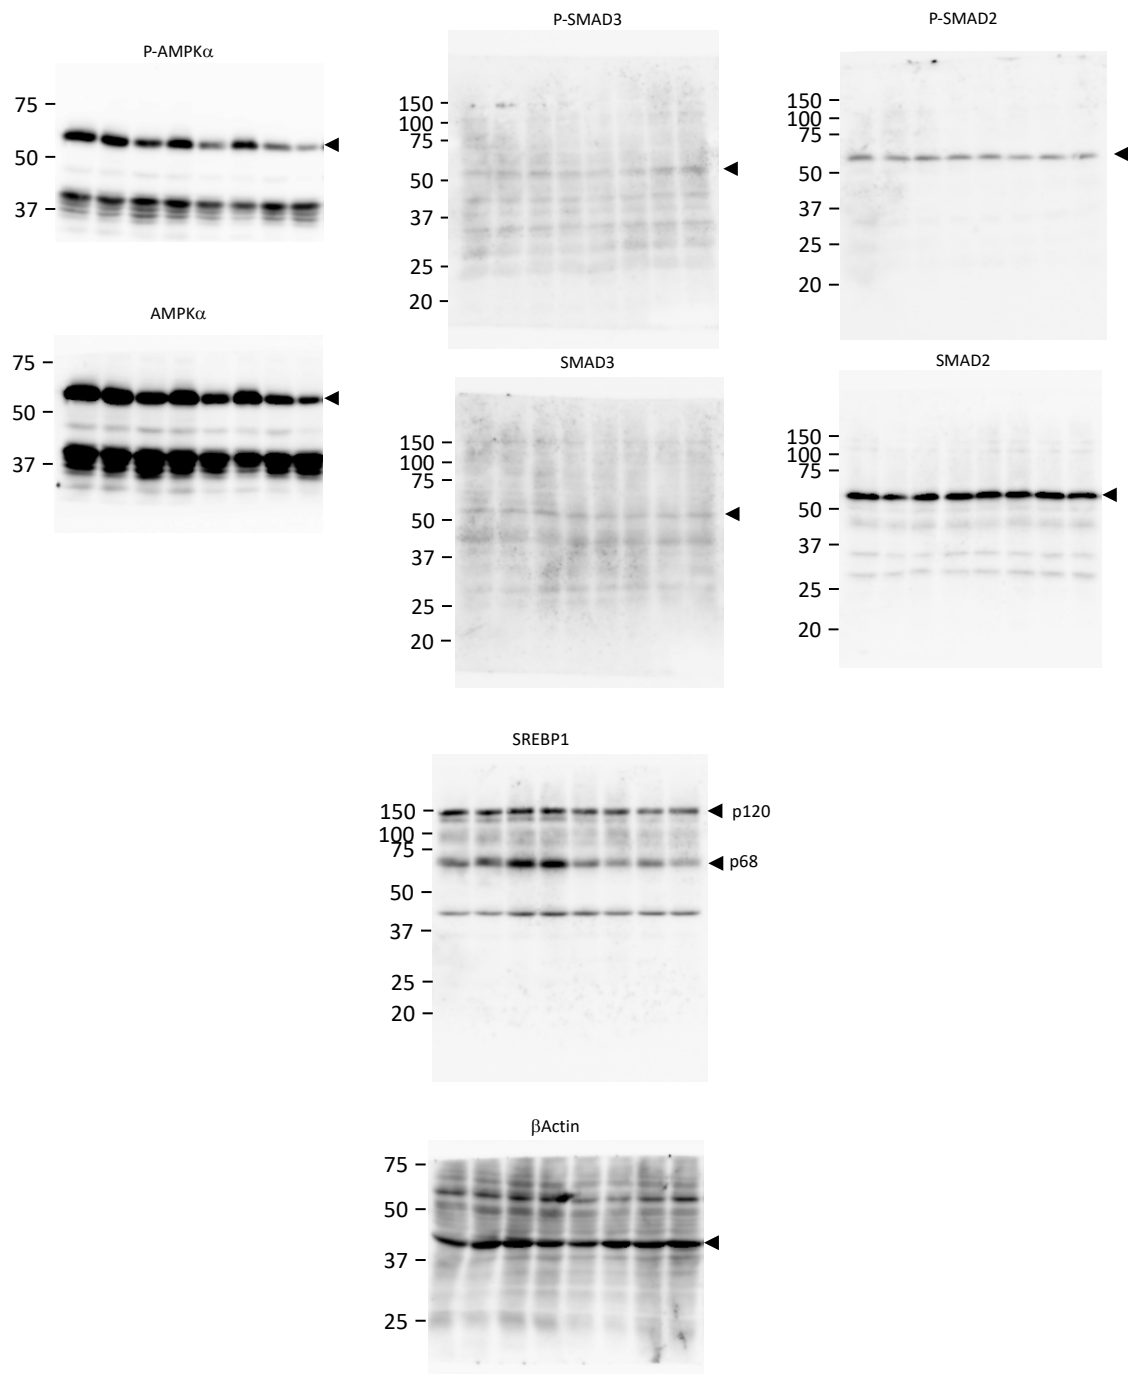

Supplementary information of Fig.4C. Full-length blots. Left numerals indicate the size standards. Arrowheads indicate the stained bands by each antibody with expected molecular size, which were cropped and aligned in Fig.4C. The blot filters for mTOR and Akt were cut into strips before the staining with antibodies.

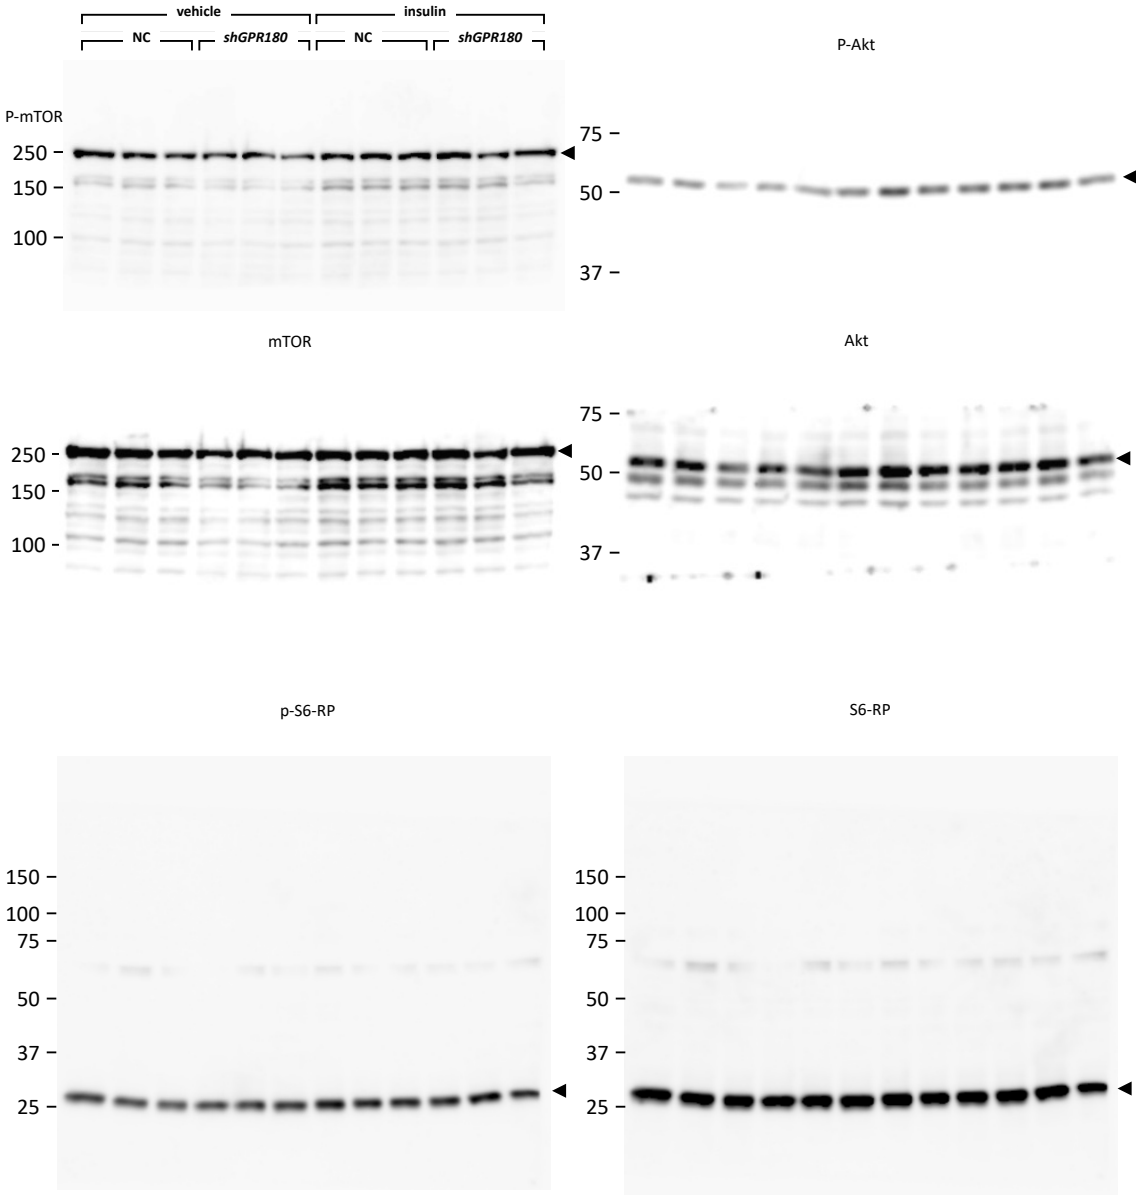

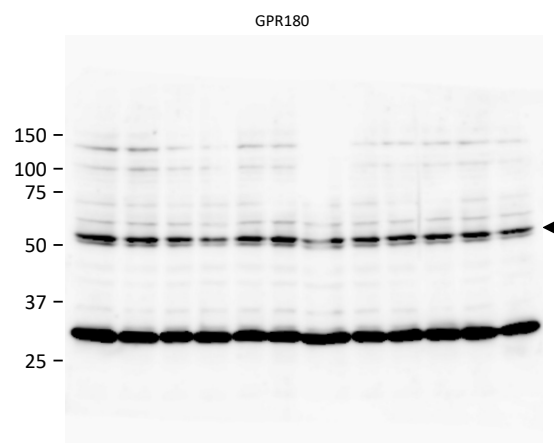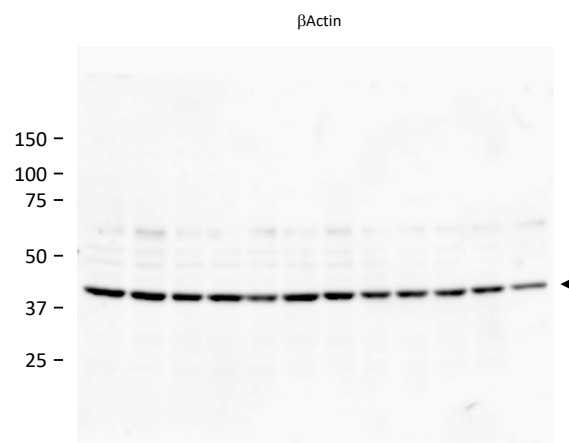

Supplementary information of Fig.5H. Full-length blots. Left numerals indicate the size standards. Arrowheads indicate the stained bands by each antibody with expected molecular size, which were cropped and aligned in Fig.5H. The blot filters for mTOR, GSK3b, bCatenin and Akt were cut into strips before the staining with antibodies.

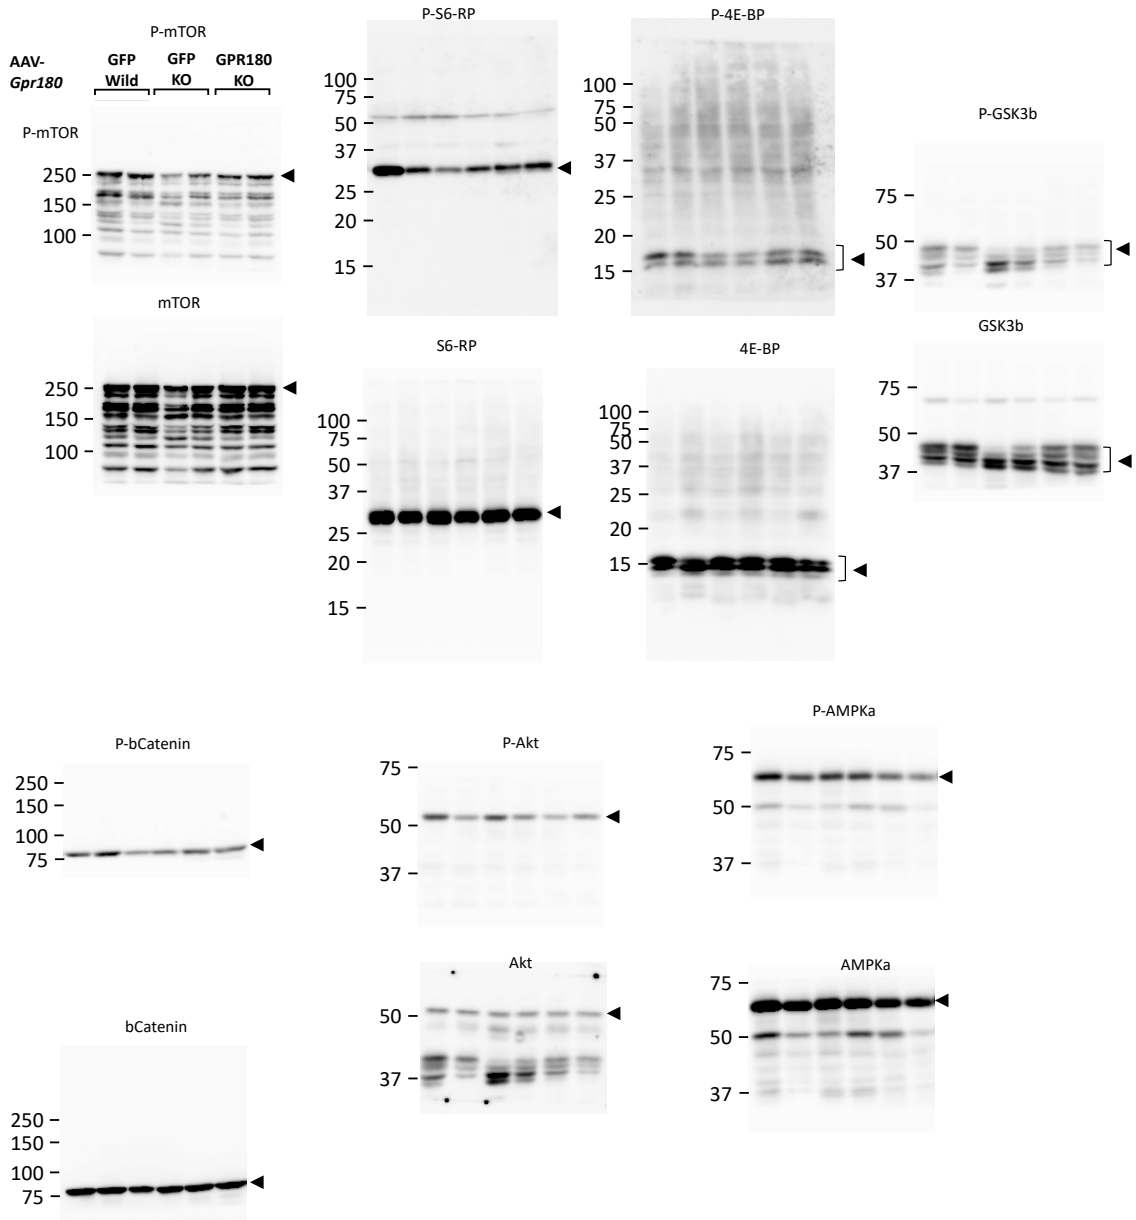

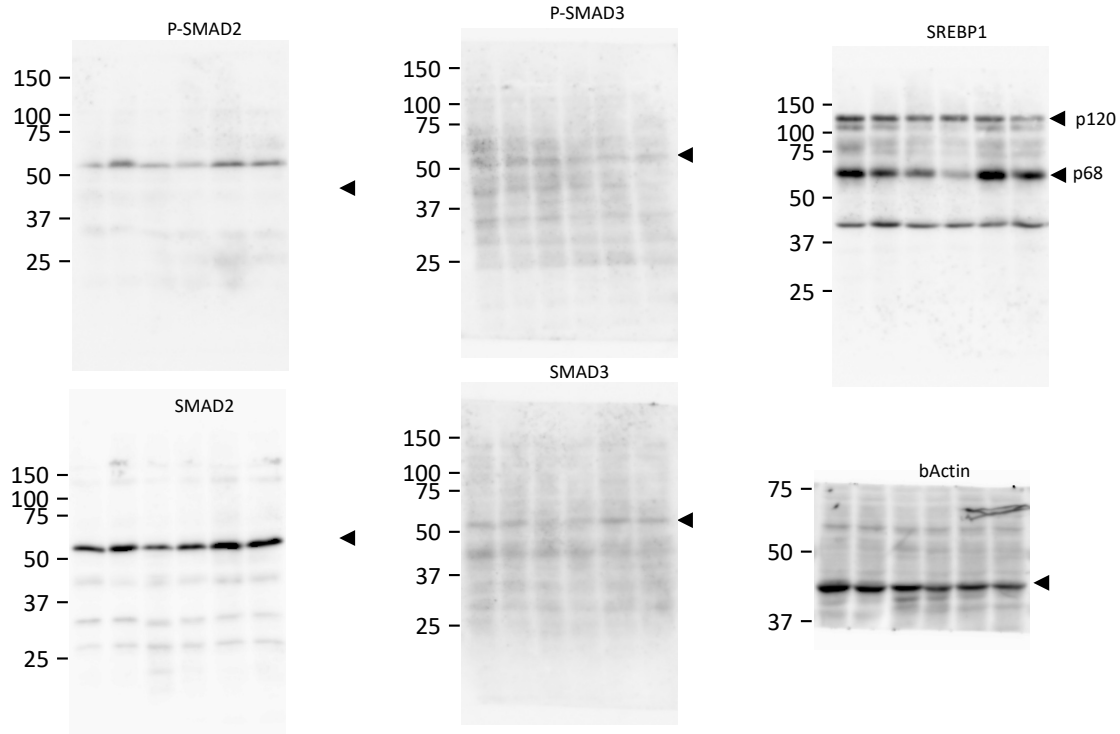

**Supplement:** Supplementary file 1 — Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

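Liver RNA of 18 male mice fed HFD for 12 weeks was analysed, from 9 wild-type and 9 *Gpr180*KO mice aged 20 weeks, with 1 library per mouse. The authors prepared poly(A) libraries, aligned single reads to mm10 with the TopHat Alignment application, and deposited a table of FPKM values per mouse. The tool that computed the FPKM and its gene annotation are not named in the paper's text. Each table has 23847 entries. For 252 symbols that have several entries (495 beyond the first), the FPKM values were summed, which gave 23352 symbols. The status column marks 136 values as having too much data to estimate and 54 as failed. All 190 are listed at 0, and the 24 genes that have any were left out.

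The tables hold no counts, so tests for counts were not used and the depth of each value is unknown. Relative depth was estimated as the most common ratio of FPKM to that of W317 among lowly expressed genes that could hold the same number of reads in both libraries. The Pearson correlation of log2(FPKM + 0.1) across genes lay between 0.9055 and 0.9794 for the 153 pairs of libraries. The sex label was checked with marker genes: 4 genes of the Y chromosome were expressed in every library (lowest value 0.5 FPKM), and *Xist* did not exceed 0.02 FPKM. The strain marker *Nnt* had at least 10.3 FPKM. A value per gene does not show which exons are present, so the strain could not be judged from it. Condition was taken from the sample labels. The 2 styles of sample titles gave series 1 (4 libraries per genotype) and series 2 (5 per genotype).

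Genes were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend) on log2(FPKM + 0.1), for the 10835 genes with a mean FPKM of at least 1, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. List means were compared with a two-sided exact permutation test over 48620 splits. A difference between the series was tested with limma's interaction term for genes and, for lists, by exact permutation of the series label within each genotype over 15876 regroupings. GSEA was written in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1) with the signal-to-noise metric on FPKM, weight 1, genes with a mean FPKM of at least 0.1, and 100 label permutations with seed 1. The p is the share of permutations with a score of the same sign that are as large, so 0 of 45 only places it under 1 in 45. Members of the Hallmark sets were read by eye from the heat maps of Fig. 3. Other lists were the Reactome sets of mTOR signalling, TGFβ receptor signaling, cholesterol biosynthesis and gene activation by SREBP, the groups of Supplementary Fig. 3, TGFβ target genes, and marker lists for macrophages, stellate cells and fibroblasts, endothelial cells, lymphocytes, hepatocytes, adipocytes, steatosis, the circadian clock and fasting. The 9 marker lists were adjusted together by Benjamini-Hochberg. Transcript length, GC content, exon positions and neighbours within 5 Mb of *Gpr180* were taken from the GENCODE annotation of GRCm38. Lengths were matched for 93.7% of the genes tested. Figures were drawn with matplotlib 3.10.9.

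The genes named were fixed by a rule: every gene the paper names for mouse liver, the first 5 genes of each heat map of Fig. 3, the 10 genes with the largest log2 fold change among those past the threshold and changed in the same direction in both series, and the sex and strain markers. Other genes named, such as *Mbnl2* and *Snord32a*, were chosen after their values were seen. The alternatives were pseudocounts of 1 and 0.01, FPKM minimums of 0.1 and 5 or none, median-of-ratios, 75th percentile and TPM scaling, the series as a block, each series alone, each library left out, eBayes without trend or robust, weights per library, unweighted or log-scale GSEA, random gene sets, and limma's camera and fry (statmod 1.5.0 for the correlation). Genes with failed estimates kept at 0, and median-of-ratios scaling with the series as a block, were added after seeing the data. The steps were tested on simulated data of 10835 genes, of which 200 were changed. Limma recovered 93% of them, and 3.1% of the genes called were unchanged. For the interaction 57.5% were recovered. In separate simulated data of 14016 genes, a planted set of 60 genes had an NES of 2.01 and an unchanged set -0.98. In both simulations genes varied independently, with no series effect, outlying library or shift of all genes. In the limma simulation no planted log2 change was smaller than 1. These values therefore do not give the power or the error rate in these livers. ND libraries, read alignments, and the human and cell experiments of the paper were not used here.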

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

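For the library KO51, the tests of low depth and of a mislabelled sample, and for the marker lists all tests of explanations, as well as both tests of the Reactome mTOR list between the series, were chosen only after the result was seen. A single library lying far from the rest of its genotype is found in about 1 in 20 groups by chance. Among 110 groups checked, 15 such cases were found, where chance gives 5.5.

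KO51 lay far from the other *Gpr180*KO libraries in 9 of these. Its FPKM sum was 718746, against 561839 to 629067 in the others, and the 100 most abundant genes held 51.1% of it (45.52 to 47.54% in the others). Its mean log2(FPKM + 0.1) over the Reactome TGFβ receptor list was 2.94 (3.39 to 3.52 in the others), over the Reactome mTOR list 3.39 (3.62 to 3.80), over the lipolysis genes of Supplementary Fig. 3 6.27 (6.61 to 6.80), and over the hepatocyte list 12.74 (12.13 to 12.35). Its log2(FPKM + 0.1) was 1.80 for *Mtor* (2.58 to 3.34 in the others), 6.02 for *Mttp* (6.50 to 6.79) and 2.73 for *Hsd17b7* (3.45 to 4.11). Among the explanations, low depth is argued against because 4 *Gpr180*KO libraries were shallower. A mislabelled sample is argued against by its *Gpr180* value of 1.88 FPKM, inside the range of the other *Gpr180*KO libraries. For GC content, the rank correlation across genes of its deviation, 0.431, was exceeded in size by KO53 (-0.644) and KO319 (0.516). A rank correlation does not measure the size of a bias, and the deviations of KO51 spread more (SD 0.89, against 0.55 in KO53 and 0.49 in KO319). GC content therefore cannot be excluded. A gene length bias stays open as well. The rank correlation across genes of the deviation with transcript length was -0.726, farther from 0 than in any other library (next, 0.43 in KO52), with a deviation of 0.44 in the genes with the shortest transcripts and -0.84 in those with the longest (the tested genes in 3 equal groups by length). RNA degradation or library preparation in this liver could give such a pattern, as could a change in the liver itself, and no biological explanation was tested.

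In wild-type livers, W134 was low for *Mttp* (log2(FPKM + 0.1) of 6.64, against 6.79 to 6.95 in the others), *Lss* (3.47, against 4.41 to 5.24) and *Acss2* (5.59, against 6.57 to 7.35), and for the mean of the Reactome cholesterol biosynthesis list (4.53, against 5.2 to 5.8). W157 was low for *Ly6d* (2.59, against 4.87 to 6.99) and *Gpnmb* (-2.51, against 0.31 to 2.80). No explanation was tested for these libraries. Without W134 the cholesterol homeostasis list differed by -0.461, and without W157 922 genes passed the threshold. Over all 118 groups of genes named by rule, 20 had such a library (5.9 by chance). All 14 among *Gpr180*KO livers were KO51, and W134 and W157 made up the other 4 and 2.

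The mean of the Reactome mTOR list differed between the genotypes more in series 2 than in series 1, by -0.18 (exact permutation of the series within genotype, p = 0.0243). It was the only result past 0.05 among 21 such tests, where about 1 is given by chance. KO51 alone is argued against, as the difference between the series was -0.12 without it (exact permutation p = 0.0278). The shift of all genes, which is larger in series 2, stays open: relative to each library median the difference was -0.074 (exact permutation p = 0.141). No biological explanation was tested, since the series are known only from the title style.

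Of the 9 marker lists, which the paper does not report, 4 differed between the genotypes after Benjamini-Hochberg adjustment over the 9 exact permutation tests. The stellate and fibroblast list had a mean log2 difference of -1.12 (adjusted exact p = 0.00666, lower in 9 of 9 *Gpr180*KO livers than the wild-type mean) and of -0.97 after median-of-ratios scaling (adjusted p = 0.00814). Its 10 genes are all expressed in these livers, and 1 is also in the TGFβ target list. Its most abundant gene, *Dcn*, had 144 FPKM in wild-type and 89.7 FPKM in *Gpr180*KO livers. A shift of all genes is argued against, as none of 10000 random lists matched on FPKM fell as far (percentile 0.0). KO51 is argued against (-1.14 without it). A lower share of all cells other than hepatocytes is argued against, because the endothelial list fell less, by a difference of -0.94 between the lists (exact p = 0.00037). A lower number or activity of stellate cells and fibroblasts under HFD in *Gpr180*KO mice stays open as a hypothesis. The macrophage list differed by -0.57 (adjusted exact p = 0.0327, 9 of 9 livers), with 9 of 10 genes lower, but after scaling its adjusted p was 0.0725, and with an FPKM minimum of 5 its exact p was 0.0589. The lymphocyte list, of which 1 gene (*Ptprc*) of 8 passed the FPKM minimum, differed by -0.65 (adjusted exact p = 0.0414, 9 of 9 livers), and after scaling its adjusted p was 0.0725 as well. With all 8 genes at an FPKM minimum of 0.1 it differed by -0.366 (exact p = 0.0509). The hepatocyte list was higher by 0.20 (adjusted exact p = 0.027, 0 of 9 livers below the wild-type mean), by 0.142 without KO51, and by 0.35 after median-of-ratios scaling (adjusted exact p = 0.0118). A shift of all genes is argued against for the macrophage list, with 17 of 10000 random lists matched on FPKM as low (percentile 0.17). For the hepatocyte list the shift cannot be judged by the larger rise after scaling. Scaling itself moved the median log2 fold change of all genes from -0.127 to 0.023. The direction cannot decide it either: random lists matched on FPKM had a median of 0.025, so genes this abundant were not shifted downward. The members of the hepatocyte list are among the most abundant genes of the liver. A higher share of such genes as a class stays open as an explanation. The list lay at percentile 95.54 of random lists matched on FPKM, inside the central 95%. The shift was not tested with random lists for the lymphocyte list. No biological explanation was tested for these 3 lists.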

How the results depend on the processing

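The tests of the genotypes, the gene lists and the alternatives were chosen before the data were examined, except failed estimates kept at 0 and median-of-ratios scaling with the series as a block, which were chosen after seeing the data. No paired analysis was possible because the animal numbers in the titles name different mice in each genotype. Under the 3 scalings, in each series and with each library left out, the alternatives run for its percentage, *Gpr180* stayed lower in *Gpr180*KO livers, at 22.4 to 26.2% of wild-type, with an exact p of 0.0286 in series 1, 0.00794 in series 2 and 4.11e-05 elsewhere. Cholesterol homeostasis and mTORC1 signaling list means stayed lower with an exact p under 0.05 under every scaling, filter, pseudocount, series and library left out.

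Scaling moved the whole distribution. The median log2 fold change of all genes was -0.127 as deposited, 0.023 after median-of-ratios scaling, -0.008 after 75th percentile scaling and -0.183 with TPM, because these divide each library by its own level. The share of genes with a lower mean in *Gpr180*KO livers, 76.9%, was reversed to 44.9% by median-of-ratios scaling, with or without the series as a block, and was 51.7% after 75th percentile scaling. The 513 genes past the threshold (464 lower, 49 higher) became 293 with median-of-ratios scaling (147 lower, 146 higher, 196 of them among the 513), 282 with 75th percentile scaling (172 lower, 110 higher, 220 among the 513) and 786 with TPM (747 lower). Of the deposited calls 90.4% were lower, against 50.2%, 61.0% and 95%. With median-of-ratios scaling and the series as a block there were 635 (332 lower, 303 higher). An FPKM minimum of 0.1 gave 837 genes (776 lower) and of 5 gave 238 (200 lower), partly because more or fewer genes were tested. With the series as a block there were 1153 (1031 lower, 122 higher, all 513 included), and with weights per library 1331 (1161 lower, 170 higher), where KO51 had a weight of 0.07. Series 1 alone gave 578 (488 lower, 90 higher, 229 among the 513). Series 2 alone gave 0 genes, 0 lower and 0 higher, with 2019 at an unadjusted p under 0.05. Apart from scaling and filters the cause was not tested.

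Of the panel of Supplementary Fig. 3, 10 genes were called lower, and 13 with the series as a block or with weights per library. The number was 6 after median-of-ratios scaling and 0 in series 2 alone, where no gene of any kind passed the threshold. In camera with an estimated correlation, which widens the error for genes that move together, cholesterol homeostasis (-0.42, p = 0.0667), mTORC1 signaling (-0.21, p = 0.43) and the Reactome TGFβ receptor list (-0.20, p = 0.319) did not pass the threshold. All 3 passed in camera at the preset correlation. They passed in fry too, but fry does not compare a list with other genes, so a shift of all genes can give a pass. That TGFβ list also did not pass with median-of-ratios scaling (-0.049, with or without the series as a block) or 75th percentile scaling (-0.08). The fasting list reversed with median-of-ratios scaling (0.01, with or without the block) and in series 1 (0.031), and the lipolysis genes of Supplementary Fig. 3 reversed with median-of-ratios scaling (0.01, with or without the block). The NES of cholesterol homeostasis was 1.738 in series 2 (permutation p = 0.094). That of mTORC1 signaling was 1.487 in series 1 (p = 0.055), 1.509 in series 2 (p = 0.109) and 1.272 with weight 0 (p = 0.196); fewer samples make fewer label permutations distinct, and otherwise the cause was not tested. Genes called within 5 Mb of *Gpr180* numbered 1, but 3 with an FPKM minimum of 0.1, with no filter or with weights per library, 2 with the series as a block (with or without median-of-ratios scaling), and 0 in series 2 (5 of the 16 had an unadjusted p under 0.05 over all libraries).

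Over the 18 fits that each left out 1 library, the ranges were as follows. *Gpr180* stayed at 22.6 to 24.9%, the share of lower genes at 74.7 to 78.8%, and the neighbours at 1. Genes past the threshold numbered 132 (without W133) to 922 (without W157), lower genes 116 to 844 and higher genes 16 (without W133) to 89 (without KO51). Panel genes called lower numbered 5 (without W133) to 11, and 6 without W317, W318, KO52, KO53 or KO54. Genes with a different effect between the series numbered 0 to 1. List means lay between -0.461 and -0.391 for cholesterol homeostasis, -0.242 and -0.195 for mTORC1 signaling, and -0.214 and -0.141 (without KO51) for the TGFβ receptor list, all with an exact p under 0.05. The NES lay between 1.708 and 1.958 for cholesterol homeostasis, which kept its p under 0.05 in all 18, and between 1.447 and 1.63 for mTORC1 signaling, which lost it without W318 (0.062), W319 (0.068), W320 (0.089), W131 (0.065), W134 (0.062) or KO319 (0.06). The Reactome cholesterol biosynthesis NES (1.617 over all libraries, permutation p = 0.019) lost it with median-of-ratios (0.053), 75th percentile (0.055) and TPM (0.057) scaling, on the log scale (0.16), in series 1 (0.182) and series 2 (0.109), and without KO51 (0.065), KO53 (0.053) or KO54 (0.052). With 100 label permutations, a loss near 0.05 can be 1 permutation: for mTORC1 signaling 3 of 50 without KO319, but 2 of 49 without KO51. No dependence on a given library is read from losses this small. Marker list ranges were -1.281 to -1.024 for stellate cells and fibroblasts, -0.698 to -0.518 for macrophages, -0.788 to -0.536 for lymphocytes and 0.142 to 0.22 for hepatocytes. The steatosis list passed without W157 (-0.743, exact p = 0.0338) and with the series as a block (exact p = 0.0305), and the endothelial list with the block (0.0218) and in series 1 (0.0286).

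Over all results, named genes included, 43 of 63 kept their direction and their side of the threshold with median-of-ratios scaling (12 weaker, 1 stronger, 3 reversed, 4 moved), 46 of 63 with 75th percentile scaling, 58 of 63 with TPM, 45 of 62 in series 1, 25 of 62 in series 2, 47 of 57 with the series as a block and 61 of 62 with failed estimates kept at 0. The tables give no counts, so the depth limits in particular genes with a low FPKM, whose values move in coarse steps.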

Differences from the paper's values

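No value computed with the main settings differed from a value stated in the paper by more than both the spread between libraries and a ratio of 1.5. For *Gpr180* in *Gpr180*KO livers the paper gives 17% of wild-type and the files gave 23.6% for HFD livers. The paper does not state which mice or diets its value rests on. Of the alternatives set before the data were examined, median-of-ratios scaling (26.2%) and 75th percentile scaling (25.6%) lay beyond that ratio, and none reached the paper's value, the lowest being 22.4% in series 1. The paper's NES is 1.877 for cholesterol homeostasis and 1.638 for mTORC1 signaling, against 1.691 and 1.536 here. Of the alternatives, weight 0 (1.969) and leaving out W134 (1.958) reached the paper's value for cholesterol homeostasis, and median-of-ratios scaling (1.64), 75th percentile scaling (1.738) and an FPKM minimum of 5 (1.71) reached that for mTORC1 signaling. The enrichment scores are about 0.67 and about 0.51 in Fig. 3, read by eye, against 0.592 and 0.413. With an FPKM minimum of 5 the first was 0.715, and no setting reached the second (highest 0.496, in series 1). With weight 0 the scores were 0.376 and 0.12, both beyond the ratio of 1.5. The ranked list crosses 0 at about 68% in Fig. 3, against 75.9%, and at 67.8% in series 1. It crossed at 47.5% with median-of-ratios, 53.4% with 75th percentile and 83.2% with TPM scaling. The paper gives 245 residues kept without exon 6, against 246 from the annotation.

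Supplementary Fig. 3 shows 17 genes as lower by PCR in *Gpr180*KO mice under HFD, read by eye. By RNA sequencing 16 of them were lower and 10 were called lower. When adjusted over the list alone, 16 were called. *Srebf1* is shown as lower, whereas its log2 fold change here was 0.32 (limma adjusted p = 0.138), and no setting called it lower. It was called higher with median-of-ratios scaling (adjusted p = 0.0459), with weights per library, with median-of-ratios scaling and the series as a block (an alternative chosen after seeing the values), and when adjusted over the list alone (0.0336). The other genes not called had log2 fold changes of -0.24 for *Mttp*, -1.28 for *Pnpla3*, -0.81 for *Fasn*, -0.36 for *Scd1*, -0.38 for *Elovl5* and -0.54 for *Soat1*, and all 6 were called when adjusted over the list alone. Over all genes, *Pnpla3* was called in series 1, *Fasn* and *Elovl5* with the series as a block, *Scd1* in series 1 and with weights per library, and *Soat1* with an FPKM minimum of 0.1, with the series as a block, without trend and with weights per library. Leaving out W134 called *Fasn* (adjusted p = 0.0444), and leaving out W157 (0.0211) or KO320 (0.0436) called *Soat1*. No setting over all genes called *Mttp*. The paper states that TGFβ signaling was not enriched in either genotype. The Reactome TGFβ receptor list had no enrichment in GSEA (NES 1.197, permutation p = 0.255). With an FPKM minimum of 5 the permutation p was 0.038 (2 of 52 permutations), and the list mean differed by -0.20 in the main setting (exact permutation p = 0.000247).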

Other observations

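Chosen only after the result was seen were the tests of KO51 and of gene length for the shift of all genes, of the shift for TGFβ target genes, of the missing exon for *Gpr180*, of *Gpc6* by exact permutation, and of the regroupings at an unadjusted p. How the values of the gene length test, of the test of shared members and of the fasting adjustment were read was also settled only then.

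Most genes had a lower FPKM in *Gpr180*KO livers. The library medians differed by -0.122 (two-sided exact permutation p = 0.00366), by -0.066 in series 1 and -0.167 in series 2 (difference between the series, exact p = 0.17). Of 100 splits of the 18 libraries, the real one included, 1 had a median log2 fold change as far from 0. KO51 as the only source is argued against, as 74.8% of genes stayed lower without it. A difference in depth is argued against (median log2 fold change -0.124 with relative depth as a covariate). Gene length bias as the whole cause is argued against, since without KO51 the group with the shortest transcripts, of 3 equal groups, was lower too (-0.107, exact p = 0.034), although with KO51 it was not detectably lower (-0.06, exact p = 0.37). A few abundant genes taking more of the FPKM stays open. The 100 most abundant genes held 44.6 ± 1.1% in wild-type and 47.0 ± 1.7% in *Gpr180*KO livers (exact p = 0.000288; without KO51, a difference of 1.9 points, exact p = 0.000699). As FPKM gives shares of reads, a higher share of these genes may lower all others without a lower amount of their RNA. Several abundant *Mup* genes failed more often in *Gpr180*KO libraries, such as *Mup2* (7 against 3 in wild-type), and *Alb* less often (7 against 9). Their levels in those libraries are unknown, so their part in the share cannot be judged. Biological causes of the higher share were not tested.

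Of 100 splits, 2 gave as many genes past the threshold as the genotypes (513), the real one included. The split by series gave 1928 genes (2479 with genotype as a term), which is more than the genotypes gave, and 1153 genes passed for genotype with the series as a block. Genes whose genotype effect differed between the series numbered 0 (833 at an unadjusted p under 0.05, lowest adjusted p 0.581). As no count can be lower than 0, all 100 of 100 regroupings of the series within genotype give at least that many, which says nothing about chance. At an unadjusted p under 0.05, 15 of the 100, the real one included, gave as many genes, so such a number is not rare by chance. Without W157 *Mir1896* passed (adjusted p = 7.65e-11), and without KO321 *Snord32a* (1.77e-08). They are listed at 0 in 13 and 15 libraries and were singled out after their values were seen.

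For cholesterol homeostasis, a shift of all genes as the whole cause is argued against by the random lists matched on FPKM (percentile 0.0), and KO51 is argued against as well (-0.418 without it). An effect of the feeding state at sampling cannot be told apart: adjustment for the fasting list hardly moved the difference (from -0.421 to -0.429, slope -0.05), and no value here shows that this list follows feeding in these livers. The genotype stays open as the cause, as a hypothesis. For mTORC1 signaling the percentile was 0.0 too. Whether the difference beyond the shift comes from the 16 members shared with cholesterol homeostasis cannot be told apart: without them 63.4% of the difference relative to all genes was kept and the percentile among random lists was 0.08, but over the libraries, relative to the library medians it was -0.06 with an exact p of 0.0594, and after median-of-ratios scaling -0.031 (exact p = 0.319).

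The 16 TGFβ target genes tested were lower by -0.54 (exact permutation p = 0.000823, 9 of 9 livers; -0.39 after median-of-ratios scaling, exact p = 0.00197), with 14 genes lower and 2 called. In camera p was 0.00706 at the preset correlation and 0.133 with an estimated correlation. In fry, which does not compare the list with other genes, p was 0.000532. A shift of all genes is argued against (percentile 0.02). The level of stellate and fibroblast markers stays open as a candidate explanation: adjusted for it, the difference of the targets outside that list went from -0.44 to -0.112 (exact p = 0.12).

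Missing reads of exon 6 alone are argued against as the cause of the lower *Gpr180* FPKM, since 91.6% of the transcript is left without it, against 23.6% of the FPKM. Faster decay of the truncated mRNA could lower it further and was not tested. Of the candidate genes next to *Gpr180*, *Dct* and *Tgds* passed the FPKM minimum and neither was called (0 of 2, with 0 at an unadjusted p under 0.05). By exact permutation *Tgds* differed by 0.13 (p = 0.186), but by 0.28 after median-of-ratios scaling (p = 0.0113). *Dct* differed by -0.35 (exact permutation p = 0.354) and by -0.21 after scaling (p = 0.59). *Gpc6* was below the minimum, with 0.81 ± 0.27 FPKM (SD, n = 9) in wild-type and 0.42 ± 0.13 FPKM in *Gpr180*KO livers (log2 difference -0.78, exact permutation p = 0.00123, 9 of 9 livers; -0.65 after median-of-ratios scaling, exact p = 0.00304). Limma called it lower with an FPKM minimum of 0.1 (adjusted p = 0.0249) and with no filter (0.0334), the settings in which it was tested. No explanation was tested for it. Within 5 Mb of *Gpr180*, 1 of 16 genes was called, *Mbnl2* (log2 fold change -0.68, adjusted p = 0.0159), which was named after its value was seen, against 511 of 10818 elsewhere (Fisher's exact test, two-sided, p = 0.539). Of 10 tested genes whose proteins the paper examined for signaling, 0 were called (5 at an unadjusted p under 0.05, log2 fold changes of -0.43 to 0.04). The paper examined the phosphorylation of these proteins, which RNA levels do not measure.

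The other marker lists did not pass Benjamini-Hochberg adjustment over the 9. They differed by -0.18 for endothelial cells (adjusted exact p = 0.198), 0.29 for adipocytes (0.513, 2 genes) and -0.61 for steatosis (0.141). The differences were -0.28 for the clock (0.0612) and -0.14 for fasting (0.235). With 1 library left out, adipocytes ranged from 0.063 (without KO51) to 0.44 (without KO53). Steatosis ranged from -0.743 (without W157) to -0.394 (without KO53), and fasting from -0.177 (without W156) to -0.082 (without KO51). With the series as a block the unadjusted exact p was under 0.05 for endothelial cells (0.0218, against 0.154 without the block) and for steatosis (0.0305, against 0.094), and in series 1 alone it was 0.0286 for endothelial cells (-0.19), but 0.736 over all libraries after median-of-ratios scaling (-0.03). The clock list had an unadjusted exact p of 0.034, which rose above 0.05 in 8 of the 18 fits that each left out 1 library, up to 0.0712 without KO51.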
